# Plasma miR-9-3p and miR-136-3p as Potential Novel Diagnostic Biomarkers for Experimental and Human Mild Traumatic Brain Injury

**DOI:** 10.3390/ijms22041563

**Published:** 2021-02-04

**Authors:** Shalini Das Gupta, Robert Ciszek, Mette Heiskanen, Niina Lapinlampi, Janne Kukkonen, Ville Leinonen, Noora Puhakka, Asla Pitkänen

**Keywords:** biomarker, microRNA, mild TBI, miR-9-3p, miR-136-3p, plasma, severe TBI

## Abstract

Noninvasive, affordable circulating biomarkers for difficult-to-diagnose mild traumatic brain injury (mTBI) are an unmet medical need. Although blood microRNA (miRNA) levels are reportedly altered after traumatic brain injury (TBI), their diagnostic potential for mTBI remains inconclusive. We hypothesized that acutely altered plasma miRNAs could serve as diagnostic biomarkers both in the lateral fluid percussion injury (FPI) model and clinical mTBI. We performed plasma small RNA-sequencing from adult male Sprague–Dawley rats (*n* = 31) at 2 days post-TBI, followed by polymerase chain reaction (PCR)-based validation of selected candidates. miR-9a-3p, miR-136-3p, and miR-434-3p were identified as the most promising candidates at 2 days after lateral FPI. Digital droplet PCR (ddPCR) revealed 4.2-, 2.8-, and 4.6-fold elevations in miR-9a-3p, miR-136-3p, and miR-434-3p levels (*p* < 0.01 for all), respectively, distinguishing rats with mTBI from naïve rats with 100% sensitivity and specificity. DdPCR further identified a subpopulation of mTBI patients with plasma miR-9-3p (*n* = 7/15) and miR-136-3p (*n* = 5/15) levels higher than one standard deviation above the control mean at <2 days postinjury. In sTBI patients, plasma miR-9-3p levels were 6.5- and 9.2-fold in comparison to the mTBI and control groups, respectively. Thus, plasma miR-9-3p and miR-136-3p were identified as promising biomarker candidates for mTBI requiring further evaluation in a larger patient population.

## 1. Introduction

Traumatic brain injury (TBI) is defined as “an alteration in brain function, or other evidence of brain pathology, caused by an external force” [1]. Each year, approximately 69 million people worldwide suffer TBI, with mild TBI (mTBI) accounting for approximately 80% to 90% of those cases [2]. mTBI presents a particular diagnostic challenge because a large majority of patients do not exhibit visible structural damage to the brain detectable by the current standard imaging methods that are widely available in trauma centers (e.g., computed tomography) [3]. This necessitates the use of functional and metabolic imaging modalities to diagnose molecular-level pathobiological changes ongoing in the brain post-mTBI [4]. Even in the absence of a visible structural damage to the brain, patients with mTBI may still suffer from long-term neurologic and psychiatric impairments, compromising their ability to work and diminishing their overall quality-of-life [5]. Thus, there is a major unmet medical need to identify accurate, affordable, and widely accessible diagnostic biomarkers to guide symptomatic and rehabilitative treatments of mTBI patients.

Blood-based biomarkers are minimally invasive, cost-effective, and hold promise for characterizing TBI severity and providing molecular-level information about the ongoing pathologic changes in different neuronal cell types [6]. Diagnosis of mTBI using blood biomarkers can further facilitate follow-up care as well as prognosis of chronic recovery or adverse postinjury outcomes [7,8,9,10]. To date, only serum glial fibrillary acidic protein (GFAP) and ubiquitin *C*-terminal hydrolase L-1 (UCHL1) tests have been approved as biomarkers for mTBI by the United States Food and Drug Administration [11]. Although the sensitivity and negative predictive values of these biomarkers are approximately 98% to 100%, respectively, the maximum specificity and positive predictive values are approximately only 37% and 10%, respectively. Other plasma/serum proteins like S100B have also been used as research tools in conjunction with other measures for diagnosing mTBI but circulating S100B levels are also altered as a result of peripheral injury, thereby decreasing the sensitivity of S100B for mTBI diagnosis [12,13,14,15]. Thus, the identification of circulating brain-derived biomarkers that are both sensitive and specific for mTBI is needed.

MicroRNAs (miRNAs) are endogenous small noncoding RNAs (~22 nucleotides long) that regulate the expression of protein-coding genes through translational repression [16,17]. The levels of circulating miRNAs have been investigated in human TBI patients, but very few are reported to be consistently altered by TBI [18,19,20,21,22,23,24,25,26]. Animal models of TBI are crucial for biomarker identification as they provide homogenous and reproducible methods for blood biomarker discovery, avoiding several confounding factors that contribute to the heterogeneity of the TBI patient population [6,27,28]. Thus far, only three studies have investigated the levels of circulating miRNAs as biomarkers of TBI in animal models [29,30,31], and only one group has investigated the dependency of serum and brain miRNA levels on impact severity [31,32]. In those studies, however, the sensitivity and specificity of the candidate miRNAs were not assessed.

Thus, the objective of the present study was to identify sensitive and specific diagnostic plasma miRNA biomarkers for mTBI in a clinically relevant animal model of TBI and to analyze the translational potential of these candidate biomarkers in a TBI patient population. Further, our objective was to identify if the miRNA biomarkers would exhibit an impact-severity-dependent increase in plasma levels, both in the experimental lateral FPI model and in human patients with mild (mTBI) and severe TBI (sTBI).

## 2. Materials and Methods

### 2.1. Animals

Adult male Sprague–Dawley rats (*n* = 33, body weight 354–392 g at the time of injury, Envigo B.V., Horst, Netherlands) were used. The rats were housed in a controlled environment (temperature 22 ± 1 °C; humidity 50–60%; lights on from 07:00 to 19:00 h). Water and pellet food were provided ad libitum.

### 2.2. Induction of TBI with Lateral Fluid-Percussion

The rats were subjected to lateral FPI-induced TBI (mTBI: 10 rats, sTBI: 10 rats) as described previously [33,34,35]. Briefly, the animals were anesthetized by inhalation of 5% isoflurane (room air as carrier gas) and placed in a Kopf stereotactic frame (David Kopf Instruments, Tujunga, CA, USA). During the surgery, anesthesia was maintained with 2% isoflurane through a nose cone (room air as carrier gas). The rats were kept on a heating pad during the surgery and body temperature was recorded using a rectal probe. Lidocaine (200 µL, 5 mg/mL, Orion Pharma, Finland) was injected subcutaneously (s.c.) over the planned incision area. A midline scalp incision was then made, and the underlying periosteum was removed. A circular craniectomy (diameter 5 mm) was performed with a trephine over the left hemisphere midway between lambda and bregma, with the lateral edge of the craniectomy adjacent to the lateral ridge (craniotomy center ML 2.5 mm and AP −4.5 mm from bregma). A modified Luer–lock cap was placed into the craniectomy and its edges were sealed with glue. Then, the cap was cemented onto the skull (Selectaplus CN, Dentsply DeTRey GmbH, Dreieich, Germany) and filled with saline. After completion of the surgery, the rats were removed from the stereotax and the toe-pinch reflex was monitored. At the first response to toe-pinch, they were connected to the fluid-percussion device equipped with a straight tip (AmScien Instruments, Richmond, VA, USA) through the male Luer–lock fitting, and the brain injury was induced (mTBI: 1.5 ± 0.1 atm, sTBI: 2.9 ± 0.1 atm). Impact severity was assessed based on acute postimpact mortality (<72 h post-TBI), duration of postimpact apnea, time to regain righting reflex and Nissl staining of the brain tissue. Sham-operated control rats (*n* = 8) received anesthesia and underwent all surgical procedures without lateral FPI. A group of 5 naïve rats was also included. The naïve rats were anesthetized with 5% isoflurane for 5 min on the day of TBI induction and returned to their cages without undergoing any surgical procedures.

Postimpact monitoring of animal well-being was performed as described previously [36]. Immediately postimpact or postsurgery, the rats (TBI and sham-operated) were removed from the device and placed on a heating pad. Time in apnea and the time to righting were monitored. After the animals righted, they were administered with 10 mL of 0.9% saline (s.c.). They also received 0.05 mg/kg (s.c.) buprenorphine (Orion Pharma, Finland) for postoperative analgesia. To minimize suffering and distress, overall well-being of the rat and its motor activity, eating and drinking were observed daily until sacrifice. The rats with sTBI received soft powdered pellet food and water from a serving dish placed on the floor of the cage for two days postinjury. All TBI-induced rats received 10 mL of 0.09% saline subcutaneously (1–2 times/day) at 1 d postinjury. All animals were weighed at baseline (7 d or 14 d prior to injury), on the day of surgery/TBI, and then daily for the following two days.

Based on previous experience with the model, we expected <10% mortality due to anesthesia or mild TBI impact. A 20–30% acute postimpact mortality (within 72 h) was expected for the severe TBI impact group.

### 2.3. Sampling of Plasma and Brain Tissue

Tail-vein plasma was sampled from the rats (*n* = 31) at 2 days post-TBI, according to the principles of 3Rs (www.nc3rs.org.uk/rat-tail-vein-non-surgical; (accessed on 15 September 2019)) and our previously optimized protocols [37,38]. Briefly, whole blood was drawn from the lateral tail-vein under isoflurane anesthesia (induction: 5%, maintenance: 2%), into Microtainer K_2_ EDTA-tubes (di-potassium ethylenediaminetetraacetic acid, Microtainer, BD Biosciences, Franklin Lakes, NJ, USA), using a 25G butterfly needle (Surflo Winged infusion set, Terumo Europe N.V., Leuven, Belgium). At 2 days post-TBI, 2 mL of whole blood was collected into four EDTA tubes (EDTA A-D, 500 μL/tube). The whole blood samples were thoroughly mixed with EDTA and placed on ice. Centrifugation was performed immediately at 1300× *g* (Centrifuge 5417R, Eppendorf Biotools, CA, USA) for 10 min (+4 °C) to obtain plasma. Hemolysis coefficient of the plasma was measured from each EDTA tube at 414 nm (UV-Vis module) using a NanoDrop-1000 spectrophotometer available in our laboratory, prior to aliquoting in 50 µL aliquots (Protein LoBind tubes, Eppendorf LoBind, Eppendorf AG, Hamburg, Germany). The aliquots were frozen in dry ice and stored at −70 °C until processed.

Immediately after tail-vein blood sampling at 2 days post-TBI, the rats were perfusion-fixed and their brain tissue was processed for histology to assess the lesion location and injury severity as described previously [30]. For this, the rats were deeply anesthetized with 5% isoflurane and decapitated. The brains were quickly removed and immersion-fixed in 10% buffered formalin for 2–3 days. This was followed by cryoprotection in 20% glycerol in 0.02 M potassium phosphate buffered saline (pH 7.4). The brains were then stored at −70 °C until processed. For Nissl staining, the brains were sectioned in 1-in-5 series of coronal sections (30 µm) with a sliding microtome (Leica SM 2000, Leica Microsystems Nussloch GmbH, Nussloch, Germany). The first series was stored in 10% buffered formalin at room temperature and used for Nissl staining. The remaining sections were stored in tissue-collecting solution (30% ethylene glycol, 25% glycerol in 0.05 M sodium phosphate buffer, pH 7.4) at −20 °C until further processing.

### 2.4. Small RNA-Seq from Plasma

#### 2.4.1. Library Preparation and Sequencing

RNA extraction from the plasma and small RNA sequencing were performed by the Qiagen Genomics Services (Hilden, Germany; *n* = 20: 5 naïve, 5 sham-operated controls, 5 mTBI and 5 sTBI). For each animal, 5 frozen 50-µL plasma aliquots from the EDTA-A and EDTA-B tubes were shipped to the Qiagen center (Hilden, Germany), where the aliquots were thawed and pooled to obtain 250 µL plasma for each case. The plasma hemolysis coefficient was measured from the pooled plasma at 414 nm with NanoDrop. RNA was then isolated from 200 µL plasma using the miRNeasy serum/plasma kit and eluted to 14 µL. The extracted RNA was subjected to qPCR-based quality control. Small RNA library preparation was then performed with the QIASeq miRNA library kit for Illumina NGS systems (performed at the Qiagen center, Hilden, Germany). Single-end sequencing of 75-bp reads was performed at a depth of 12M, with one sample/lane in the Illumina NextSeq 550.

#### 2.4.2. Quantification of miRNAs and Differential Expression Analysis

The raw fastq files obtained from small RNA-Seq were first manually inspected with FastQC (v. 0.11.3) to check the overall quality of the sequencing data. The fastq files were then uploaded to the Qiagen Geneglobe Data Analysis Center (DAC), a freely available web resource to analyze data from Qiagen’s QIASeq NGS library kits (https://geneglobe.qiagen.com/in/analyze/; (accessed on 15 September 2019)). Primary quantification of read counts was performed in the DAC, which involved the following steps: (i) trimming of the 3′-adapter and low-quality bases using cutadapt; (ii) identifying the insert sequences and UMIs (reads with <16 bp insert sequences or <10 bp UMI sequences were discarded); (iii) alignment of the processed reads to the rat reference genome RGSC Rnor_6.0 with a sequential alignment strategy using bowtie (perfect match to miRBase mature, miRBase hairpin, noncoding RNA, mRNA and other RNA, and ultimately a second mapping to miRBase mature, where up to 2 mismatches were tolerated). Annotation of the miRNAs was performed with miRBase v. 21. Following primary quantification, differential expression analysis for miRNAs was performed with DESeq2 (v. 1.22.2) [39] in the R environment (v. 3.5.3). Data were visualized with R (v. 3.5.3).

#### 2.4.3. Identification of Expression Pattern Differences with Machine Learning

We also applied logistic regression with feature selection, utilizing nested leave-one-out CV to identify miRNAs (“features”) that contributed the most to the group differences (differences between naïve, sham, mTBI, sTBI, TBI (sTBI + mTBI), and uninjured (naïve + sham)). The logistic regression model was optimized on raw counts from miRNAs with a count ≥ 1 in at least 80% of samples to maximize separation between groups in terms of the area under the curve (AUC) of the receiver operating characteristic (ROC) curve. The miRNA counts were standardized to 0 mean and unit variance. In the inner CV loop, miRNAs with 0 variance were filtered and feature selection was performed using recursive feature elimination and filtering by F-score. Model hyperparameters and feature selection configurations were optimized with a grid search over combinations of regularization factor levels, feature selection methods, number of selected features, and choices between L1 (LASSO) and L2 (Ridge) regularization. Permutation tests were performed to assess the statistical significance of model CV AUC scores. Feature importance was calculated by averaging the absolute values of logistic regression model covariates over the outer fold of nested CV. The averaged values were normalized to sum to one and ordered in descending order to identify miRNAs that contributed the most to group separability. The analyses were performed using Python (3.7.0) and sklearn package (20.2) on Centos 7.

### 2.5. Technical Validation of Small RNA-Seq Data

#### 2.5.1. Selection of an Endogenous miRNA for Normalization of RT-qPCR

The NormFinder add-in (https://moma.dk/normfinder-software; (accessed on 15 September 2019)) was run in Microsoft Excel on the miRNA raw read count table obtained from primary quantification at Geneglobe to identify the most stable miRNAs. According to the results, miR-28-3p (stability value 732.79) was identified as the most stable endogenous miRNA in the dataset.

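In the small RNA-Seq data of rat plasma, rno-miR-28-3p was at 577 ± 77.7 CPM (SD, n = 19 libraries), computed from unique molecular index (UMI) counts. Its mean CPM was 599 ± 91.5 (SD, n = 4) in naive rats, 557 ± 49.1 (SD, n = 5) in sham-operated controls, 580 ± 118 (SD, n = 5) after mTBI and 576 ± 59.3 (SD, n = 5) after sTBI. Its coefficient of variation over the libraries was 13.5%, rank 17 among the 610 miRNAs counted in every library. rno-miR-324-5p had the lowest coefficient at 7.01%, and the median over the 610 miRNAs was 32.6%. None of the 6 comparisons between groups called miR-28-3p with edgeR. Its log2 fold change in sTBI against naive rats was -0.44 (SE 0.25, adjusted p = 0.281) from edgeR, whose library factors (TMM) rescale the libraries. Without these factors, its mean CPM after sTBI was 0.961 times that in naive rats. The NormFinder stability value was not computed here.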

#### 2.5.2. RT-qPCR of Selected miRNA Candidates

Reverse transcription was performed from the same RNA samples that were used for small RNA-Seq (*n* = 19: 4 naïve, 5 sham-operated controls, 5 mTBI, and 5 sTBI). Total RNA was transcribed to cDNA with the miRCURY LNA RT Kit (Catalog No. 339340, Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The 5 miRNA candidates selected for technical validation were rno-miR-9a-3p, rno-miR-153-3p, rno-miR-15a-3p, rno-miR-136-3p, and rno-miR-434-3p (see Results). According to the protocol, the cDNA samples were first diluted 30-fold with nuclease-free water. The 10 µL PCR reaction was then prepared with 5 µL 2× miRCURY SYBR Green PCR master mix, 1 µL each of the miRCURY PCR primer assays (Catalog No. YP00204620 (rno-miR-9a-3p), YP00204338 (rno-miR-153-3p), YP00205503 (rno-miR-136-3p), YP00205190 (rno-miR-434-3p), YP00204119 (rno-miR-28-3p), YCP0051329 (rno-miR-15a-3p), Qiagen) and RNase-free water, and 3 µL diluted RT product. RT-qPCR was run using a Roche LightCycler 96 Real-Time PCR System with a standard program: 95 °C for 2 min and 40 cycles of 95 °C for 10 s and 56 °C for 1 min. Data were normalized to miR-28-3p using the formula 2^−ΔCt^.

### 2.6. Analysis of Validated miRNAs in the Whole Cohort

#### 2.6.1. Plasma Hemolysis Measurement

Following technical validation from the same RNA samples that were used for small RNA-Seq, the validated miRNA candidates (rno-miR-9a-3p, rno-miR-136-3p, and rno-miR-434-3p; see Results) were analyzed from the plasma of all animals of the cohort at 2 days post-TBI (*n* = 31: 5 naïve, 8 sham-operated controls, 10 mTBI, and 8 sTBI). For this, a separate 50-µL plasma aliquot from each animal was used. Prior to RNA extraction, hemolysis of the individual aliquots was measured with a NanoDrop-1000 spectrophotometer at 414 nm.

#### 2.6.2. RT-qPCR of Validated miRNA Candidates

Total RNA was isolated using the miRNeasy serum/plasma protocol (Qiagen, Hilden, Germany, https://www.qiagen.com/fi/resources/resourcedetail?id=1076a54d-7967-4bc0-a34e-e3f574641d92&lang=en; (accessed on 15 September 2019)), with slight modifications: the addition of any spike-in control was omitted, and final elution of RNA was performed in 30 μL, rather than 14 µL, nuclease-free water. Reverse transcription was performed using the miRCURY LNA RT Kit as described above. RT-qPCR based validation was performed for the technically validated candidates (rno-miR-9a-3p, rno-miR-136-3p, and rno-miR-434-3p; see Results). Because the RNA used in this step was extracted from 50 µL plasma instead of 200 µL, and eluted to 30 µL instead of 14 µL, we used a 10-fold dilution of the cDNA instead of the 30-fold dilution used in the technical validation step, to obtain detectable levels of the miRNAs. Preparation of the RT-qPCR reaction mixture and thermal cycling conditions were the same as above. For the whole cohort, miR-28-3p was used as the endogenous control and the RT-qPCR data was normalized to it using the formula 2^−ΔCt^.

#### 2.6.3. ddPCR of Validated miRNA Candidates

The digital droplet PCR (ddPCR) method performs absolute nucleic acid quantification with greater precision and day-to-day reproducibility in comparison to real time PCR [40]. Thus, to obtain absolute copy numbers of the validated miRNA biomarker candidates, we performed ddPCR analysis from the whole animal cohort. The 20 μL ddPCR reaction mixtures were prepared with 10 μL Bio-Rad 2× ddPCR EvaGreen Supermix (#186-4034, Bio-Rad), 1 μL miRNA PCR primers, 1 μL nuclease-free water, and 8 μL diluted cDNA template (10-fold dilution for miR-9a-3p and miR-434-3p, 5-fold dilution for miR-136-3p). Droplets were generated with 70 μL of droplet generation oil for EvaGreen (#186-4005, Bio-Rad) as described previously [30]. The thermal cycling conditions for ddPCR were as follows: 95 °C for 5 min, 40 cycles of 95 °C for 30 s, and 56 °C for 1 min, 4 °C for 5 min, 90 °C for 5 min, and then maintained at 4 °C. To obtain a clear separation between the clusters of positive and negative droplets, the fluorescence amplitude threshold was manually adjusted to 10,000 for rno-miR-9a-3p and rno-miR-434-3p, and 6000 for rno-miR-136-3p for all samples. For each sample, the reaction was performed in duplicate, and the mean miRNA copy number/20-μL PCR reaction well from the 2 replicates was calculated and used for data representation in the figures.

### 2.7. Analysis of the Validated miRNAs in Plasma from Human TBI Patients

The patient characteristics are summarized in Table 1. Human mTBI plasma samples [(*n* = 15; Glasgow Coma Score (GCS) 15) were obtained from the Kuopio University Hospital. Plasma from 2 sTBI cases (GCS 3–4) was also obtained from the same hospital. The mTBI plasma samples were collected within 48 h after injury (mean 11.0 h postinjury, range 1.5–48 h). Plasma samples from age-matched controls were obtained for 12 of 15 mTBI patients and the 2 sTBI patients.

Plasma was prepared using the following protocol: 10 mL whole blood collected in 1 EDTA tube (10 mL/tube) and centrifuged immediately at 2200× *g* for 10 min at room temperature. The plasma was then aliquoted and frozen at −70 °C. Total RNA was isolated from 200 µL plasma using the miRNeasy serum/plasma protocol. The same modifications were applied as for the animal cohort. Reverse transcription was performed from all samples using the miRCURY LNA RT Kit as described for the animal cohort.

#### 2.7.1. ddPCR of Validated miRNA Candidates

To obtain absolute copy numbers for hsa-miR-9-3p and hsa-miR-136-3p, ddPCR analysis was performed. The ddPCR reaction protocol and thermal cycling conditions were the same as described previously for the animal cohort (10-fold cDNA dilution used for both miR-9-3p and miR-136-3p).

#### 2.7.2. ddPCR from Small RNA Concentration-Normalized Samples

To avoid possible bias related to variable total RNA concentrations in different samples as a result of the biologic variability between patients and technical variability introduced during the RNA extraction, we also analyzed miR-9-3p and miR-136-3p levels from the human plasma samples with the small RNA concentration-normalization approach, as described previously [41]. A reverse transcription reaction was then performed from the adjusted RNA samples using the miRCURY LNA RT kit as described previously, followed by ddPCR analysis.

### 2.8. Statistical Analysis

Differential miRNA expression analysis was performed with DESeq2. Differential expression was considered at a level of a false detection rate < 0.05. Other statistical analyses were performed using IBM SPSS Statistics 25.0 (IBM Corp., Armonk, NY, USA). Graphs were prepared with R (v3.5.3) and GraphPad Prism (v. 8.0.1, GraphPad software, San Diego, CA, USA). Comparisons of 3 or more groups were performed using the nonparametric independent samples Kruskal-Wallis test, followed by Mann–Whitney *U* test. Correlations were analyzed based on Spearman’s rho (ρ). ROC analysis was performed for each validated miRNA to investigate its sensitivity and specificity in distinguishing group differences. Statistical significance of the AUC was assessed with the Mann–Whitney *U* test. The optimal cut-off of plasma miRNA copy number separating the study groups was evaluated with the cutpointr package (v. 1.0.1) in R [42], maximizing for the sum of sensitivity and specificity, as described previously [43]. A *p*-value less than 0.05 was considered statistically significant. Data are represented as mean ± SD.

## 3. Results

### 3.1. Impact Severity, Mortality, Duration of Postimpact Apnea, and Time to Righting

Impact severity in the severe TBI (sTBI) group was 1.9-fold higher than that in the mTBI group (2.9 ± 0.1 atm vs. 1.5 ± 0.1 atm, *p* < 0.001, Figure S1A). Further, in the sTBI group, acute post-TBI mortality (<48 h) was 20% (2/10). No mortality was observed in the naïve, sham-operated control or mTBI groups. Naïve and sham-operated controls exhibited no apnea. In the mTBI group, the duration of acute postimpact apnea was 0.8 ± 1.8 s. In the sTBI group, the duration of acute postimpact apnea was 32.5 ± 17.7 s (*p* < 0.001 compared with mTBI, Figure S1B). Time to righting was 4.4 ± 2.2 min after sham surgery, 7.2 ± 1.6 min after mTBI (*p* < 0.05 compared to sham-operated controls), and 10.6 ± 5.4 min after sTBI (*p* < 0.01 compared with sham-operated controls). The righting times did not differ significantly between the mTBI and sTBI groups (*p* > 0.05) (Figure S1C).

For both the mTBI and sTBI groups, Nissl-stained brain sections showed neuronal cell loss at the lesion core in the cortex. The extent of the cell loss and hemorrhage in the perilesional cortex and underlying white matter were more prominent in the sTBI group than in the mTBI group (Supplementary Figure S2).

### 3.2. Quality Control Analysis from Tail-Vein Plasma and Extracted RNA Prior to Small RNA-Seq

#### 3.2.1. Hemolysis Measurement with NanoDrop

Plasma samples were considered hemolyzed if the hemolysis coefficient was >0.25 at 414 nm in the NanoDrop spectrophotometer [37,44]. Among the EDTA-A tubes, only 3% (1/31) were hemolyzed. None of the EDTA-B tubes contained a hemolyzed sample. Next, hemolysis in 250 µL of pooled plasma (pooled from five 50 µL aliquots of the EDTA-A and EDTA-B tubes) was measured. In the pooled plasma, 35% (7/20) of the samples were hemolyzed, 2 of which had hemolysis coefficients marginally above the threshold of 0.25. Hemolysis coefficients of the pooled plasma positively correlated with that of the individual EDTA-A (ρ = 0.652, *p* < 0.01) and EDTA-B tubes (ρ = 0.658, *p* < 0.01).

#### 3.2.2. Hemolysis Measurement with the ΔCq (miR-23a–miR-451) Method

This method detects hemolysis after RNA extraction. A ΔCq (miR-23a–miR-451) value > 5 indicates hemolysis. Using this method, none of the pooled plasma samples were hemolyzed (Figure S3A).

#### 3.2.3. Amplification of Endogenous miRNAs and Spike-In Controls

The expression levels of a panel of endogenous miRNAs with relatively abundant expression in serum and plasma (hsa-miR-103a-3p, hsa-miR-191-5p, hsa-miR-451a, hsa-miR-23a-3p, and hsa-miR-30c-5p) was analyzed. All samples had Cq values within the expected range for these miRNAs (Figure S3B). The expression levels of the spike-in controls, UniSp6, UniSp-100, and UniSp-101, were also within the expected range (Figure S3C).

### 3.3. Primary miRNA Quantification

One sample from a naïve rat failed at the library preparation step. Therefore, small RNA-Seq was performed on 19 cases: 4 naïve, 5 sham-operated controls, 5 mTBI, and 5 sTBI. 

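Tail-vein plasma was taken 2 days after injury or surgery from 4 naive rats, 5 sham-operated controls with a craniectomy and no impact, 5 rats with mTBI (1.5 atm) and 5 rats with sTBI (2.9 atm), and each rat gave 1 small RNA library. The libraries carry UMIs, short random tags that let reads copied from 1 molecule by PCR be counted once. Total sequenced reads per library ranged from 16241433 to 21517763. The group medians were 18803848 in naive rats, 18544739 in sham-operated controls, 19718417 after mTBI and 18876551 after sTBI. The paper's stated depth is 12M reads, and the values here use the totals of the quantification summary. UMI counts of mature miRNAs ranged from 2894711 to 5041094 (median 3499399) in naive rats, from 2409545 to 3757053 (median 3322547) in sham-operated controls, from 3389253 to 5866757 (median 4221068) after mTBI and from 2851406 to 3584618 (median 3232696) after sTBI. A library had 1.19 to 2.24 miRNA reads per UMI. The authors trimmed reads with cutadapt, removed reads with short inserts or short UMIs, aligned the rest with Bowtie to miRBase and other RNA classes, and counted reads and UMIs per feature without normalization. Differential expression was tested here on the UMI counts of 713 of 748 miRNAs with enough counts for edgeR's filter. CPM follow the paper's Equation (1) with UMI counts, and TMM-scaled CPM also use edgeR's library factors. For the test, library factors came from TMM, all 19 libraries entered 1 quasi-likelihood fit with the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The miRNAs were also grouped into 9 lists, fixed before the data were examined, and each list was tested with fry, which asks whether its members move, on balance, in 1 direction. The brain-enriched and Dlk1-Dio3 lists hold miRNAs that the paper reports as raised in these libraries, so their tests are not independent of the paper's results. A list's adjusted p with an estimated correlation is from camera, which compares the list with the other miRNAs.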

Primary quantification with the Geneglobe portal identified that the total sequenced reads per sample comprised the following: (1) reads without adapters; (2) too short reads (reads with <16-bp insert sequences); (3) reads with defective unique molecular index (UMIs; reads with <10 bp UMI sequences); (4) miRNA reads; (5) hairpin reads; (6) Piwi-interacting RNA reads; (7) ribosomal RNA reads; (8) transfer RNA reads; (9) mRNA reads; (10) other RNA reads; (11) mapped reads that could not be characterized as a particular type (notCharacterized_Mappable); and (12) reads that could not be mapped (notCharacterized_notMappable) (Figure 1A). 

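Reads of miRNAs and of transfer RNAs (tRNAs), the adapters of protein synthesis, together made 49.1 to 72.8% of the reads of a library. tRNA reads were 33.3 ± 7.93% (SD, n = 4) of the total in naive rats, 25.4 ± 5.16% (SD, n = 5) in sham-operated controls, 21.0 ± 12.7% (SD, n = 5) after mTBI and 21.0 ± 1.83% (SD, n = 5) after sTBI. This share did not pass the test between groups (permutation test of the Kruskal-Wallis statistic with 100000 resamples, p = 0.0381, adjusted p = 0.252 over 8 tests). Reads of Piwi-interacting RNAs, which silence transposons in the germ line, were 0.743 ± 0.322% (SD, n = 19; p = 0.0642 and adjusted p = 0.252 from the same permutation test). mRNA reads were 0.945 ± 0.179% (SD, n = 19) and ribosomal RNA reads 0.0702 ± 0.0216% (SD, n = 19). Hairpin reads were 0.0152 ± 0.00270% (SD, n = 19), other RNA reads 0.0368 ± 0.00777% (SD, n = 19), and mapped reads of no particular type 2.89 ± 0.656% (SD, n = 19).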

A mean of 20% of reads were discarded prior to mapping in the primary quantification pipeline (reads without adapters, too short reads, and reads with defective UMIs: 11–30% of total sequenced reads). 

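The reads without adapters, too short or with a defective UMI were 20.2 ± 4.60% (SD, n = 19) of the total, from 10.9 to 30.1%. Group means were 15.9 ± 3.44% (SD, n = 4) in naive rats, 20.7 ± 2.83% (SD, n = 5) in sham-operated controls, 20.7 ± 6.56% (SD, n = 5) after mTBI and 22.7 ± 2.93% (SD, n = 5) after sTBI.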

The mapping percentage across all samples was 65% (reads successfully mapped to miRNA, hairpin, Piwi-interacting RNA, ribosomal RNA, transfer RNA, mRNA, other RNA, and notCharacterized_Mappable: 54–77% of total sequenced reads). 

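Mapped reads were 64.9 ± 5.71% (SD, n = 19) of the total, from 54.3 to 76.5%. They were 69.8 ± 4.66% (SD, n = 4) in naive rats, 63.6 ± 4.13% (SD, n = 5) in sham-operated controls, 65.5 ± 7.77% (SD, n = 5) after mTBI and 61.5 ± 3.46% (SD, n = 5) after sTBI.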

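The miRNA class held 35.4 ± 5.58% (SD, n = 19) of the reads, from 29.1 to 47.7%. By group this was 32.2 ± 5.51% (SD, n = 4) in naive rats, 33.2 ± 2.70% (SD, n = 5) in sham-operated controls, 40.1 ± 6.98% (SD, n = 5) after mTBI and 35.5 ± 4.25% (SD, n = 5) after sTBI, and the groups did not pass the test (permutation test, p = 0.161, adjusted p = 0.252). The class includes the synthetic spike-in RNAs, which took 5.56 to 15.7% of its reads in a library. Mature miRNAs without the spike-ins were 31.4 ± 5.23% (SD, n = 19) of the total reads (p = 0.124 from the same permutation test).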

The mapping percentage specifically to miRNAs across all samples was 35% (29–48% of total sequenced reads). 

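Reads that mapped nowhere were 14.9 ± 1.63% (SD, n = 19) of the total, from 12.2 to 18.7%. Their share was 14.2 ± 1.75% (SD, n = 4) in naive rats, 15.7 ± 1.82% (SD, n = 5) in sham-operated controls, 13.8 ± 1.34% (SD, n = 5) after mTBI and 15.7 ± 0.988% (SD, n = 5) after sTBI (permutation test, p = 0.126, adjusted p = 0.252).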

Across all samples, 15% of reads failed to map (notCharacterized_notMappable: 12–19% of total sequenced reads). 

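The mean total was 18751915 ± 797932 reads (SD, n = 4) in naive rats, 17993382 ± 1188795 (SD, n = 5) in sham-operated controls, 19644329 ± 1418615 (SD, n = 5) after mTBI and 18886539 ± 692002 (SD, n = 5) after sTBI. The permutation test of the Kruskal-Wallis statistic gave p = 0.189 (adjusted p = 0.252). Without mTBI library 2, the same permutation test gave p = 0.0309.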

The total number of sequenced reads did not differ between the naïve, sham-operated controls, mTBI, and sTBI groups (*p* > 0.05, Figure 1B). The number of reads mapping to miRNAs also did not differ among the 4 groups (*p* > 0.05, Figure 1C). 

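Reads of the miRNA class numbered 6024993 ± 907075 (SD, n = 4) in naive rats, 5980345 ± 632601 (SD, n = 5) in sham-operated controls, 7916537 ± 1688839 (SD, n = 5) after mTBI and 6699119 ± 760641 (SD, n = 5) after sTBI. The permutation test across the 4 groups gave p = 0.238 (adjusted p = 0.272). Without mTBI library 2, the same permutation test gave p = 0.0190.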

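With a miRNA taken as detected in a group when at least 1 library of the group had a count, 723 of 748 miRNAs (96.7%) were detected in all 4 groups. By group, 736 were detected in naive rats, 736 in sham-operated controls, 741 after mTBI and 737 after sTBI. The 25 miRNAs missing in at least 1 group were scarce, with a highest count in any library of 29 UMIs and a median of 13 UMIs. rno-miR-206-5p was counted in 1 sham library (10 UMIs) and in no other group, rno-miR-380-5p (16 UMIs) and rno-miR-466d (12 UMIs) only after mTBI, and rno-miR-509-5p (10 UMIs) only after sTBI. miR-206 is a skeletal muscle miRNA, and miR-380 belongs to the imprinted Dlk1-Dio3 cluster. At this depth, a count of 0 in the other groups does not show that these miRNAs were absent there. Of the 748 miRNAs, 610 were counted in every library.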

A total of 748 miRNAs were detected across all samples, of which 723 (97%) were expressed in all 4 groups (Figure 2A).

Normalization to counts per million was performed on the raw read count data using the following Equation (1):

(1) $$\frac{read\;count\;of\;a\;given\;miRNA\;in\;a\;sample}{total\;number\;of\;reads\;mapped\;to\;miRNAs\;in\;that\;sample}\times 1,000,000$$

The normalized data were visualized using principal component analysis, Spearman correlation matrices, and heatmaps with Spearman correlation as the distance measurement and complete linkage as the clustering method. 

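On CPM with each miRNA scaled to unit variance, the first principal component held 35.8% of the variance and the second 10.7%, in sum 46.6% (jackknife SE 5.06, n = 19). The first component set 4 libraries apart from the rest. Naive libraries 1 and 3 had scores of -27.3 and -30.0, and mTBI libraries 2 and 5 had scores of -26.8 and -28.6, with the other 15 libraries between -3.40 and 20.5. The same 4 libraries had the most miRNA UMIs per spike-in UMI, with ratios of 12.7, 15.0, 16.8 and 12.6 against 5.53 to 9.37 in the others. The liver miRNA miR-122-5p, the smooth muscle miRNA miR-143-3p and the erythrocyte miRNA miR-16-5p were among the 10 most abundant miRNAs, which took 57.2 to 65.6% of a library's miRNA UMIs.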

The principal component analysis revealed that the first and second principal components explained 46% of the variance in the data (Dimension1 35% and Dimension2 11%, Figure 2B). High-positive Spearman correlation coefficients were obtained across all samples (Figure 2C). 

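Over all pairs of libraries, Spearman's rho on CPM ranged from 0.929 to 0.978, with a median of 0.961. The coefficient is across miRNAs, which are not independent replicates. Its mean was 0.965 over the 36 pairs within a group and 0.957 over the 135 pairs between groups, a difference that passed a one-sided permutation test of the group labels (p = 5.0e-05).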

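With complete linkage and 1 - Spearman's rho as the distance, the tree of all 19 libraries was divided into 4 branches. All 5 sham libraries lay in 1 branch of 10 libraries, together with 1 naive, 1 mTBI and 3 sTBI libraries. Another branch held 2 naive and 2 mTBI libraries, the 4 set apart on the first principal component. A further branch held 2 mTBI and 2 sTBI libraries, and the last held 1 naive library.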

The heatmap of all the samples did not reflect a clear separation among the 4 groups (Figure 2D). This indicated that the overall miRNA expression profiles were very similar among the 4 groups. 

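miRNAs of blood cells and liver were among the most abundant. rno-miR-16-5p, abundant in erythrocytes, took 20.3 ± 3.84% of a library's miRNA UMIs (SD, n = 19), and the erythrocyte miRNA miR-486 took 7.64%. The hepatocyte miRNA miR-122-5p took 6.60 ± 4.34% (SD, n = 19), the myeloid miRNA miR-223-3p 3.74% and the lymphocyte miRNA miR-150-5p 3.39%. Of 23 erythrocyte, 19 platelet, 25 epithelial and endocrine, and 18 endothelial and stromal miRNAs tested, edgeR called none in any of the 6 comparisons. Their fry tests did not pass in any comparison, with adjusted p from 0.643 to 0.976 for the erythrocyte list, from 0.0572 to 0.643 for platelets, from 0.176 to 0.874 for epithelial and endocrine miRNAs, and from 0.127 to 0.770 for endothelial and stromal miRNAs.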

When pairwise comparisons of the overall miRNA expression profile were analyzed with a heatmap, a clear separation was observed between the naïve and sTBI groups (Figure 3C).

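Dividing the tree of each pair of groups into 2 branches left no library outside its group for naive and sTBI rats, nor for sham-operated controls and sTBI rats. The division left 2 libraries outside for naive and sham, 4 for naive and mTBI, 5 for sham and mTBI, and 3 for mTBI and sTBI. The naive and sTBI division depended on the linkage and the distance, with 2 libraries outside under average linkage and 2 with 1 - Pearson's r on log2 CPM. For sham and sTBI, 1 library lay outside with read counts, 1 with only the tested miRNAs and 4 with 1 - Pearson's r, and none with average linkage.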

### 3.4. Differential Expression Analysis

Differential expression (DE) analysis was performed for each pairwise group combination. Compared with naïve rats, sham-operated controls had 41 differentially expressed miRNAs (18 downregulated and 23 upregulated, Figure 4A), the mTBI group had 15 differentially expressed miRNAs (all upregulated, Figure 4B), and the sTBI group had 60 differentially expressed miRNAs (21 downregulated and 39 upregulated, Figure 4C). 

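Muscle miRNAs were higher in plasma of sham-operated controls than of naive rats. Of 13 skeletal and cardiac muscle miRNAs tested, 5 were higher in sham-operated controls than in naive rats and none was lower at an adjusted p under 0.05 from edgeR (7 higher when adjusted over the list alone), with a median log2 fold change of 1.74 over the list (fry, adjusted p = 0.00100, and adjusted p = 0.0184 with an estimated correlation). rno-miR-206-3p, found in skeletal muscle, was at 2346 ± 1922 (SD, n = 5) TMM-scaled CPM in sham-operated controls and 355 ± 169.9 (SD, n = 4) in naive rats, a log2 fold change of 2.73 (SE 0.48, adjusted p = 0.00165). miR-133a-3p and miR-133b-3p, counted as 1 feature and abundant in skeletal and heart muscle, had a log2 fold change of 2.47 (SE 0.40, adjusted p = 0.00110), with miR-133c at 2.49 (SE 0.44, adjusted p = 0.00165) and miR-1b at 1.74 (SE 0.33, adjusted p = 0.00231). miR-1-3p, another striated muscle miRNA, had 1.77 (SE 0.40, adjusted p = 0.0159), a call that ended without naive library 1 (adjusted p = 0.0921) and in a fit of the 2 groups alone (0.120). miR-3571, whose gene overlaps Mir1 on chromosome 18, had 2.45 (SE 0.52, adjusted p = 0.0117), and lost its call without naive library 1 (0.0676), without naive library 3 (0.0849) and in the fit of the 2 groups (0.122). miR-488-3p, a brain-enriched miRNA, fell by 1.54 on the log2 scale (SE 0.28, adjusted p = 0.00165). miR-379-3p of the Dlk1-Dio3 cluster fell by 1.08 (SE 0.27, adjusted p = 0.0351), and its call ended without naive library 3 (0.2995), sham library 2 (0.0619), 3 (0.101), 4 (0.0771) or 5 (0.0702), with total counts (0.0834), with spike-in totals (0.102) and in the fit of the 2 groups (0.172). In all, 15 miRNAs were higher and 2 lower, 140 had an unadjusted p under 0.05, and DESeq2 called 25 higher and 19 lower. DESeq2 on read counts of the 2 groups called 17 higher and 10 lower. The number called was 11 without naive library 1 (9 higher and 2 lower), 35 without naive library 2 (16 and 19), 10 without naive library 3 (9 and 1) and 41 without naive library 4 (22 and 19), and it was 0 without the 4 libraries set apart on the first principal component, which leaves 2 naive rats (47 at an unadjusted p under 0.05). RLE factors gave 11 higher and 3 lower, spike-in totals 10 and 1, and the fit of the 2 groups 7 and 2.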

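After mTBI, muscle miRNAs were higher than in naive rats, and edgeR called no miRNA lower. Of the 13 muscle miRNAs, 6 rose (7 when adjusted over the list alone; median log2 fold change 1.08, fry, adjusted p = 0.000477, and adjusted p = 0.00135 with an estimated correlation). The shared feature of miR-133a-3p and miR-133b-3p was at 2053 ± 836 (SD, n = 5) TMM-scaled CPM after mTBI and 289 ± 145 (SD, n = 4) in naive rats, a log2 fold change of 2.83 (SE 0.40, adjusted p = 0.000112). The other called muscle miRNAs, miR-133c, miR-133a-5p, miR-206-3p, miR-1-3p and miR-1b, had log2 fold changes from 2.11 to 2.68. Of 43 brain-enriched miRNAs, 3 rose (3 when adjusted over the list alone) and the list as a whole did not pass (fry, adjusted p = 0.617). They were miR-9a-3p, miR-9a-5p and miR-129-5p, which the brain expresses far above other tissues. miR-9a-5p had a log2 fold change of 0.99 (SE 0.21, adjusted p = 0.00864), and its call ended without naive library 1 (adjusted p = 0.0609), with total counts (0.0696) and in a fit of the 2 groups alone (0.0722). miR-129-5p had 0.79 (SE 0.21, adjusted p = 0.0448), and its call ended without naive library 1 (0.294), 2 (0.275) or 3 (0.343), without mTBI library 1 (0.203), 2 (0.0995), 3 (0.106) or 4 (0.0979), and under 8 of 14 other settings (0.00611 to 0.661 over the 14). Of 82 miRNAs of the Dlk1-Dio3 cluster, an imprinted cluster with high expression in brain, 5 rose (5 when adjusted over the list alone; fry, adjusted p = 0.106 for the list). miR-323-3p had 1.64 (SE 0.22, adjusted p = 0.000112) and miR-3543, whose gene overlaps Mir434 on chromosome 6, 1.41 (SE 0.26, adjusted p = 0.00172). miR-134-5p of this cluster had 0.90 (SE 0.19, adjusted p = 0.00619), a call that ended with total counts (0.0669) and in the fit of the 2 groups (0.0715). In all, 17 miRNAs were higher, 51 had an unadjusted p under 0.05, and DESeq2 called 18 higher and none lower. The number called was 10 with total counts, 11 in the fit of the 2 groups and 3 without the 4 libraries set apart on the first principal component, where miR-9a-3p, miR-323-3p and miR-434-3p were the miRNAs still called.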

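After sTBI, brain-enriched and Dlk1-Dio3 miRNAs were higher than in naive rats. Of the 43 brain-enriched miRNAs, 7 rose and none fell (13 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.29 (fry, adjusted p = 1.0e-05, and adjusted p = 0.0182 with an estimated correlation). miR-129-5p was at 71.4 ± 8.10 (SD, n = 5) TMM-scaled CPM after sTBI and 9.45 ± 3.50 (SD, n = 4) in naive rats, a log2 fold change of 2.92 (SE 0.21, adjusted p = 1.1e-09). miR-9a-5p, the other arm of the neuronal miR-9a, had 2.40 (SE 0.22, adjusted p = 4.5e-08). miR-129-3p had 1.54 (SE 0.35, adjusted p = 0.0109), and its call ended without naive library 1 (adjusted p = 0.0877), without naive library 3 (0.0787), with read counts (0.112), with counts under 10 set to 0 (0.153) and without the 4 libraries set apart on the first principal component (0.274). miR-137-3p, a neuronal miRNA, had 1.08 (SE 0.23, adjusted p = 0.00530), a call that ended with spike-in totals (0.0627) and without those 4 libraries (0.214). Of the 82 Dlk1-Dio3 miRNAs, 19 rose and none fell (21 higher and 1 lower when adjusted over the list alone), with a median of 0.47 (fry, adjusted p = 7.3e-06, and adjusted p = 0.00862 with an estimated correlation). Among them, miR-323-3p had 3.48 (SE 0.21, adjusted p = 8.0e-11), miR-3543 2.71 (SE 0.25, adjusted p = 3.8e-08), miR-134-5p, known to limit dendritic spine growth, 1.59 (SE 0.19, adjusted p = 3.1e-06) and miR-382-5p 1.52 (SE 0.21, adjusted p = 2.6e-05). The largest call of low precision was miR-487b-3p of this cluster at 1.69 (SE 0.48, adjusted p = 0.0464), which ended without naive library 1 (0.0909) or 3 (0.101), without sTBI library 2 (0.143), 3 (0.0888) or 4 (0.0812), and under 8 of 12 other settings (0.00310 to 0.144 over the 12). With spike-in totals, fry's adjusted p was 0.0799 for the brain-enriched list and 0.0583 for the Dlk1-Dio3 list.

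**Figure D1:**
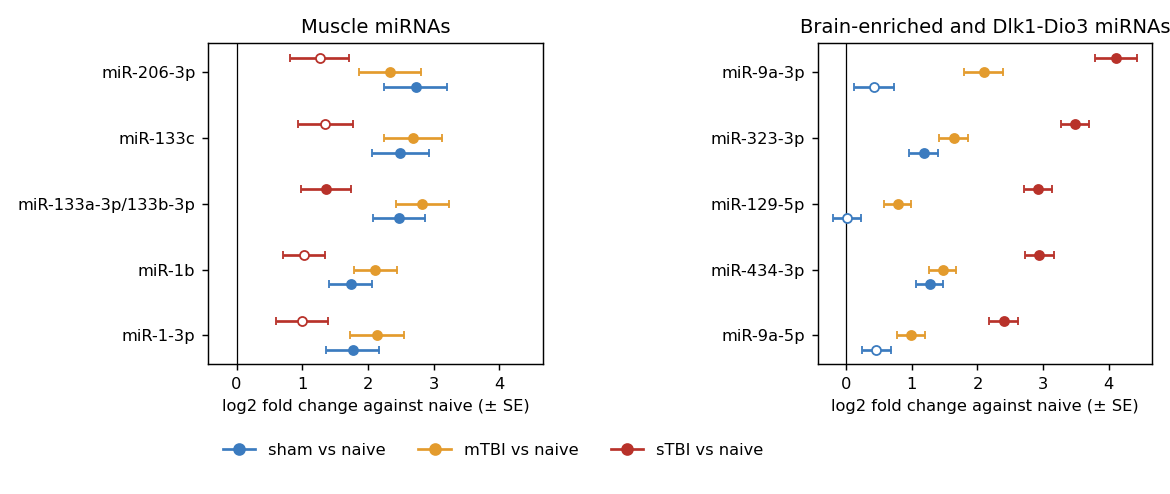
Log2 fold changes against naive rats (horizontal axes, points with SE as bars) of 5 muscle miRNAs (left) and 5 brain-enriched or Dlk1-Dio3 miRNAs (right) in sham-operated controls, mTBI and sTBI rats (n = 5 each, against n = 4). Filled points passed edgeR's adjusted p of 0.05 and open points did not, with miR-206-3p at 2.73 in sham-operated controls and miR-129-5p at 2.92 after sTBI.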

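The muscle list was also higher after sTBI than in naive rats by fry (median log2 fold change 1.00, adjusted p = 0.00611), a result that did not pass with an estimated correlation (adjusted p = 0.289). In this list 1 of 13 miRNAs rose (6 higher and 1 lower when adjusted over the list alone). It was the feature of miR-133a-3p and miR-133b-3p, at 1.36 (SE 0.38, adjusted p = 0.0426), which lost its call without naive library 1 (adjusted p = 0.177), 3 (0.1504) or 4 (0.0626), without sTBI library 2 (0.0927), 4 (0.0559) or 5 (0.0821), with read counts (0.0548), spike-in totals (0.0940) and a hemolysis covariate (0.0524), and without the 4 libraries set apart on the first principal component (0.656). The list of 20 leukocyte miRNAs was lower by fry (median -0.32, adjusted p = 0.0356), not with an estimated correlation (adjusted p = 0.329), not with spike-in totals (0.0583), and without that direction when total counts scaled the libraries (0.878). Its called member was miR-181b-1-3p (1 lower, 2 lower when adjusted over the list alone). Of 16 liver miRNAs, miR-148a-3p fell (1 lower when adjusted over the list alone), and the list had a median of -0.45 (fry, adjusted p = 0.127). The 4 miRNAs called lower were miR-181b-1-3p, which fell by 1.04 (SE 0.27, adjusted p = 0.0272), miR-148a-3p, which fell by 0.85 (SE 0.23, adjusted p = 0.0355), miR-872-5p, which fell by 0.84 (SE 0.24, adjusted p = 0.0464), and miR-140-5p, a cartilage miRNA, which fell by 0.68 (SE 0.20, adjusted p = 0.0464). Each of the 4 lost its call without naive library 1 (adjusted p from 0.0877 to 0.125), naive library 3 (0.132 to 0.194), sTBI library 1 (0.0765 to 0.112) or sTBI library 3 (0.0809 to 0.125), and each with total counts, with spike-in totals, with a hemolysis covariate and without those 4 libraries (0.414 to 0.712). Read counts ended the calls of miR-181b-1-3p, miR-872-5p and miR-140-5p, the fit of the 2 groups those of miR-148a-3p, miR-872-5p and miR-140-5p, and Piwi-interacting RNAs in the same table those of miR-872-5p and miR-140-5p. Calls also ended for miR-181b-1-3p without sTBI library 2 (0.0526) or 5 (0.0608), for miR-148a-3p without sTBI library 2 (0.0617) or 4 (0.0632), for miR-872-5p without sTBI library 2 (0.0903) or 4 (0.0969), and for miR-140-5p without sTBI library 4 (0.0687) or 5 (0.0911). In all, 31 miRNAs were higher and 4 lower, 168 had an unadjusted p under 0.05, and DESeq2 called 42 higher and 25 lower. DESeq2 on read counts of the 2 groups called 44 higher and 51 lower. The number called was 15 without naive library 1 (none lower), 64 without naive library 2 (37 higher and 27 lower), 17 without naive library 3 (none lower), 57 without naive library 4 (29 higher and 28 lower), 22 without sTBI library 2 and 22 without sTBI library 4, and 11 without the 4 libraries set apart on the first principal component. Total counts gave 35 higher and 0 lower by edgeR, spike-in totals 14 and 1, and read counts 20 and 1, while the median log2 fold change of all miRNAs was 0.36 with total counts and -0.20 with spike-in totals, against 0.03 with TMM.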

Compared with sham-operated controls, the mTBI group had 4 differentially expressed miRNAs (2 downregulated and 2 upregulated, Figure 4D) and the sTBI group had 25 differentially expressed miRNAs (6 downregulated and 19 upregulated, Figure 4E). 

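miR-9a-3p was the miRNA called between mTBI rats and sham-operated controls, at a log2 fold change of 1.66 (SE 0.27, adjusted p = 0.00262) from edgeR, with 81 miRNAs at an unadjusted p under 0.05 and 3 higher and 1 lower by DESeq2. Leaving out sham library 5 or mTBI library 4 gave 2 calls, and the fit of the 2 groups alone gave 2. Of the 43 brain-enriched miRNAs, 1 rose (2 when adjusted over the list alone; fry, adjusted p = 0.698). miR-129-5p was at 16.3 ± 1.72 (SD, n = 5) TMM-scaled CPM after mTBI and 9.50 ± 1.98 (SD, n = 5) in sham-operated controls, with 0.78 (SE 0.19, adjusted p = 0.135), which did not pass. Of the Dlk1-Dio3 cluster, 0 of 82 passed with edgeR (2 lower when adjusted over the list alone; fry, adjusted p = 0.266). Muscle miRNAs gave 0 calls of 13 with edgeR (0 when adjusted over the list alone), with a median log2 fold change of 0.19 (fry, adjusted p = 0.749). The feature of miR-133a-3p and miR-133b-3p was at 1599 ± 729 (SD, n = 5) TMM-scaled CPM in sham-operated controls, with a log2 fold change of 0.36 (SE 0.34, adjusted p = 0.592).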

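After sTBI, 6 of 43 brain-enriched miRNAs rose against sham-operated controls and none fell (13 higher when adjusted over the list alone), with a median log2 fold change of 0.28 (fry, adjusted p = 1.6e-05, and adjusted p = 0.00106 with an estimated correlation). miR-9a-3p had 3.68 (SE 0.28, adjusted p = 2.7e-09), miR-129-5p 2.91 (SE 0.19, adjusted p = 4.8e-10) and miR-9a-5p 1.94 (SE 0.20, adjusted p = 4.6e-07) from edgeR. miR-129-3p had 1.53 (SE 0.33, adjusted p = 0.0102), and its call ended with read counts (adjusted p = 0.0784), total counts (0.0759) and counts under 10 set to 0 (0.259). miR-137-3p had 0.90 (SE 0.21, adjusted p = 0.0217), and its call ended without sham library 1 (0.0603) or 2 (0.0776), without sTBI library 4 (0.0552), with total counts (0.128) and with spike-in totals (0.119). Of the 82 Dlk1-Dio3 miRNAs, 6 rose (9 higher and 1 lower when adjusted over the list alone), with a median of 0.14 (fry, adjusted p = 0.00784, but adjusted p = 0.119 with an estimated correlation). Among them were miR-323-3p at 2.30 (SE 0.17, adjusted p = 2.7e-09) and miR-3543 at 1.26 (SE 0.20, adjusted p = 0.000308). miR-668 had 0.86 (SE 0.21, adjusted p = 0.0293), and its call ended without sham library 1 (0.0773), 2 (0.0853) or 3 (0.130), sTBI library 1 (0.0652), 4 (0.0518) or 5 (0.0800), with read counts (0.0664) and total counts (0.249). miR-300-3p had 0.94 (SE 0.23, adjusted p = 0.0338), and its call ended without sham library 3 (0.124), 4 (0.0700) or 5 (0.0910), without sTBI library 2 (0.103), 3 (0.0598) or 4 (0.130), with read counts (0.0505), with spike-in totals (0.414), with only miRNAs above 0 in all libraries (0.0507), in the fit of the 2 groups (0.0954) and with DESeq2 on read counts (0.114). Outside the lists, miR-384-5p, a neuronal miRNA, rose by 1.03 (SE 0.21, adjusted p = 0.00823).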

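Muscle miRNAs were lower after sTBI than in sham-operated controls without passing the test. The list had a median log2 fold change of -0.50, 0 of 13 calls with edgeR (3 lower when adjusted over the list alone) and fry's adjusted p = 0.137, which passed with spike-in totals (0.0316). The leukocyte list (fry, adjusted p = 0.742) and the liver list (0.514) gave 0 calls with edgeR. Outside the lists, miR-673-5p fell by 0.94 (SE 0.25, adjusted p = 0.0498) and miR-196c-5p, of a HOX gene locus, fell by 1.05 (SE 0.28, adjusted p = 0.0498). The gene of miR-673 lies within 200 kb of Mir434 of the Dlk1-Dio3 cluster, but the list of that cluster does not hold it. miR-673-5p lost its call without any 1 of the 10 libraries (sham library 1 0.0558, 2 0.0776, 3 0.346, 4 0.127, 5 0.0603, sTBI library 1 0.0782, 2 0.171, 3 0.123, 4 0.130, 5 0.213). miR-196c-5p lost its call without sham library 1 (0.0773), 2 (0.0853) or 3 (0.478), and without sTBI library 1 (0.116), 2 (0.126), 3 (0.179), 4 (0.169) or 5 (0.111). Among other settings, 6 of 14 ended the call of miR-673-5p and 8 of 14 that of miR-196c-5p. In all, 13 miRNAs were higher and 2 lower, and DESeq2 called 18 higher and 5 lower. Leaving out sham library 2, sham library 3 or sTBI library 4 gave 9 calls each. With edgeR, RLE factors gave 13 higher and 0 lower (53 at an unadjusted p under 0.05), read counts 11 and 0, total counts 8 and 0, and spike-in totals 10 and 4.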

The sTBI group also had 30 differentially expressed miRNAs in comparison to the mTBI group (8 downregulated and 22 upregulated, Figure 4F).

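Between the injured groups, brain-enriched and Dlk1-Dio3 miRNAs were higher after sTBI. Of the 43 brain-enriched miRNAs, 7 rose (8 when adjusted over the list alone), with a median log2 fold change of 0.34 (fry, adjusted p = 2.9e-05, and adjusted p = 0.0112 with an estimated correlation). miR-129-5p, which had the smallest p of the list, had 2.13 (SE 0.18, adjusted p = 6.8e-08), miR-9a-3p 2.02 (SE 0.26, adjusted p = 1.8e-05) and miR-9a-5p 1.42 (SE 0.20, adjusted p = 4.7e-05) from edgeR. miR-129-3p had 1.37 (SE 0.32, adjusted p = 0.0142), which did not pass with read counts (adjusted p = 0.0717), spike-in totals (0.0657) or counts under 10 set to 0 (0.307), or without the 4 libraries set apart on the first principal component (0.159). Of the 82 Dlk1-Dio3 miRNAs, 12 rose (14 when adjusted over the list alone), with a median of 0.33 (fry, adjusted p = 5.7e-05, and adjusted p = 0.0112 with an estimated correlation). miR-323-3p was at 36.9 ± 4.69 (SD, n = 5) TMM-scaled CPM after sTBI and 10.2 ± 1.89 (SD, n = 5) after mTBI, a log2 fold change of 1.85 (SE 0.17, adjusted p = 8.7e-08). miR-3543 had 1.31 (SE 0.20, adjusted p = 0.000155), and miR-382-5p, miR-409b and miR-668 had 1.09 to 1.12. With spike-in totals, where the median log2 fold change of all miRNAs was -0.27 against 0.04 with TMM, fry's adjusted p was 0.289 for the brain-enriched list and 0.387 for the Dlk1-Dio3 list, with 9 miRNAs higher and 5 lower.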

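Of the 13 muscle miRNAs, 2 fell from mTBI to sTBI (6 when adjusted over the list alone). The list had a median log2 fold change of -0.89 and fry's adjusted p = 0.0572 (adjusted p = 0.167 with an estimated correlation), and passed fry's test with read counts (0.0260) and spike-in totals (0.00285). The feature of miR-133a-3p and miR-133b-3p was at 742 ± 225 (SD, n = 5) TMM-scaled CPM after sTBI and fell by 1.47 on the log2 scale against mTBI rats (SE 0.35, adjusted p = 0.0191 from edgeR). Its call ended without mTBI library 1 (0.0669) or 5 (0.0632), without sTBI library 1 (0.0579), 3 (0.0673) or 4 (0.0553), with total counts (0.109) and without the 4 libraries set apart on the first principal component (0.153). miR-1b, of the same muscle family as miR-1-3p, fell by 1.09 (SE 0.30, adjusted p = 0.0454). That call ended without mTBI library 1 (0.0981), 2 (0.0743), 4 (0.0758) or 5 (0.137), without sTBI library 1 (0.138), 2 (0.128), 3 (0.0916) or 4 (0.0801), with read counts (0.0710), total counts (0.172), Piwi-interacting RNAs in the same table (0.0505) or counts under 10 set to 0 (0.0528), and without those 4 libraries (0.243). The platelet list had the same fry p of 0.0572 at a median of -0.39, and 0.0383 with read counts. The leukocyte list had an adjusted p of 0.132 and the liver list 0.426, with 0 calls from edgeR. In all, 21 miRNAs were higher and 2 lower, DESeq2 called 25 higher and 7 lower, and DESeq2 on read counts of the 2 groups called 32 higher and 28 lower. The number called was 14 with spike-in totals and 10 without the 4 libraries set apart on the first principal component.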

### 3.5. Expression Pattern Differences from Machine Learning

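With UMI counts, nested leave-one-out logistic regression separated naive and mTBI rats with an AUC of 1 over the left-out libraries (permutation of the labels, 100 draws, p = 0.0495). For naive and sham-operated rats, the AUC was 0.75 (permutation p = 0.208). On log2 CPM the AUC for naive and sham was 1 (permutation p = 0.0297), and on read counts it was 1 (permutation p = 0.0495). The smallest p that 100 permutations can give is 0.0099, and the highest AUC with permuted labels was 1 in each case. miR-434-3p and miR-3543, whose genes overlap in the Dlk1-Dio3 cluster, were among the features used in both models, with normalized importances of 0.166 and 0.0874 for naive and sham. Features were miRNAs and Piwi-interacting RNAs counted in at least 80% of the 9 libraries, 713 for naive and mTBI and 714 for naive and sham. Recursive feature elimination was not run.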

Logistic regression analysis differentiated between naïve and sham groups with cross-validated area under the curve (CV AUC) 0.95 (*p* = 0.026), and between mTBI and naïve groups with CV AUC 1.0 (*p* = 0.059). 

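In the model of naive and mTBI rats, miR-434-3p, a Dlk1-Dio3 miRNA expressed in neurons and muscle, had a normalized importance of 0.692. Next were miR-186-3p (0.180), miR-3543 (0.0285), miR-134-5p (0.0284), the brain-enriched miR-9a-3p (0.0149) and miR-15a-3p (0.0143). miR-136-3p and miR-153-3p had an importance of 0 in this model, in which 6 of 9 folds chose a single feature. Ranked by the F-score of the 713 features on UMI counts, miR-434-3p was at place 1, miR-15a-3p at 6, miR-9a-3p at 7, miR-136-3p at 21 and miR-153-3p at 29. On log2 CPM, miR-9a-3p had the highest importance (0.530), with F-score ranks of 1 for miR-9a-3p, 5 for miR-434-3p, 9 for miR-136-3p, 23 for miR-15a-3p and 105 for miR-153-3p. On read counts, the importance of miR-9a-3p was 0.854, and the ranks were 1, 2, 3, 4 and 14 for miR-9a-3p, miR-434-3p, miR-15a-3p, miR-136-3p and miR-153-3p.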

The top 5 miRNA candidates that distinguished the mTBI group from the naive group based on the feature importance from logistic regression analysis were selected for technical validation of the small RNA-Seq data: rno-miR-9a-3p, rno-miR-153-3p, rno-miR-15a-3p, rno-miR-136-3p, and rno-miR-434-3p (Figure 5). Among these, rno-miR-9a-3p, rno-miR-136-3p, and rno-miR-434-3p were also identified by the DE analysis.

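Against naive rats, mTBI plasma had more miR-9a-3p, with a log2 fold change of 2.09 (SE 0.30, adjusted p = 0.000112) from edgeR, and more miR-434-3p, at 1.47 (SE 0.20, adjusted p = 0.000112). miR-136-3p, whose gene lies within 20 kb of Mir434 on chromosome 6, had 0.84 (SE 0.20, adjusted p = 0.0198). Its call ended without naive library 2 (adjusted p = 0.154), 3 (0.0850) or 4 (0.0586), without mTBI library 1 (0.0712), 3 (0.0530) or 5 (0.0587), with total counts (0.0803), with spike-in totals (0.0640), with only miRNAs above 0 in all libraries (0.0755), in a fit of the 2 groups (0.0722) and without the 4 libraries set apart on the first principal component (0.260), with log2 fold changes from 0.71 to 0.94 in these fits. For each of the 3 miRNAs, every mTBI library had a higher CPM than every naive library (exact permutation test, two-sided, p = 0.0079, the smallest p that 5 rats against 4 allow, adjusted p = 0.0190 over 36 tests). The paper chose its candidates because they told these same naive and mTBI libraries apart, so the exact test is not independent of that choice. miR-153-3p, expressed in neurons, had a log2 fold change of 0.44 (SE 0.34, adjusted p = 0.961), and miR-15a-3p had 1.17 (SE 0.65, adjusted p = 0.808), neither called by edgeR. In the exact permutation test, miR-15a-3p had the same p of 0.0079 (adjusted p = 0.0190), with every mTBI library above every naive library, and miR-153-3p had p = 0.159 (adjusted p = 0.272). Naive library 2 had 0 UMIs of miR-15a-3p and holds no miRNA count from 1 to 9. Its 0 may stand for a count under 10, so the full separation for miR-15a-3p may come from that floor.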

### 3.6. Technical Validation of Regulated rno-miR-9a-3p, rno-miR-153-3p, rno-miR-15a-3p, rno-miR-136-3p, and rno-miR-434-3p Levels in Samples Used for miR-Seq

Spearman analysis revealed no correlation between the hemolysis coefficients measured from the pooled plasma and the read counts for the 5 miRNAs selected for validation, indicating no effect of hemolysis on these miRNA expression levels. Further, the hemolysis coefficient did not correlate with the read count for the endogenous normalizer miR-28-3p. Hence, we proceeded to technical validation of the candidate miRNAs with real time-quantitative polymerase chain reaction (RT-qPCR). Analysis was performed using the same RNA used for small RNA-Seq.

#### 3.6.1. miR-9a-3p

The miR-9a-3p levels did not differ significantly between the sham-operated controls and naïve rats (1.7-fold, *p* > 0.05). The mTBI group had 8.8-fold higher miR-9a-3p levels than the sham-operated controls (*p* < 0.01) and 14.9-fold higher levels than the naïve rats (*p* < 0.05). The sTBI group also had higher miR-9a-3p levels than the mTBI group (3.2-fold, *p* < 0.05), sham-operated controls (28.6-fold, *p* < 0.01), and naïve rats (48.4-fold, *p* < 0.05) (Figure S4A).

#### 3.6.2. miR-136-3p

The miR-136-3p levels did not differ significantly between the sham-operated controls and naïve rats (2.8-fold, *p* > 0.05). The miR-136 = 3p levels of rats with mTBI did not differ from the sham-operated controls (1.1-fold, *p* > 0.05), but the miR-136-3p levels were 3.1-fold higher than those of naïve rats (*p* < 0.05). On the other hand, miR-136-3p levels in sTBI rats were higher than in the mTBI group (3.0-fold, *p* < 0.05), sham-operated controls (3.4-fold, *p* < 0.05), and naïve rats (9.5-fold, *p* < 0.05) (Figure S4B).

#### 3.6.3. miR-434-3p

The miR-434-3p levels were higher in the sham-operated controls than in naïve rats (3.3-fold, *p* < 0.05). The miR-434-3p levels did not differ between the mTBI group and sham-operated controls (0.9-fold, *p* > 0.05), but they were significantly higher in the mTBI group than in the naïve group (3.1-fold, *p* < 0.05). The miR-434-3p levels were higher in the sTBI group than in the mTBI group (3.2-fold, *p* < 0.01), sham-operated controls (3.0-fold, *p* < 0.01), and naïve rats (9.8-fold, *p* < 0.05) (Figure S4C).

The miR-153-3p and miR-15a-3p levels did not differ significantly between the naïve, sham, and mTBI groups (*p* > 0.05) (Figure S4D,E). Thus, the small RNA-Seq results for mTBI vs. naïve rats could not be validated for these 2 miRNAs, and therefore the sTBI samples were not analyzed for these miRNAs.

### 3.7. Validation of Regulated rno-miR-9a-3p, rno-miR-136-3p, and rno-miR-434-3p Plasma Levels in Whole Animal Cohort

Because small RNA-Seq was performed only on a subset of the animals, we evaluated the expression pattern of the technically validated miRNA candidates: miR-9a-3p, miR-136-3p, and miR-434-3p for the entire cohort. A separate 50-µL plasma aliquot from the EDTA-B tube for each animal was used in this step.

#### 3.7.1. Hemolysis

NanoDrop analysis revealed hemolysis in 10% (3/31) of the plasma aliquots. Hemolysis values measured from the plasma of the individual aliquots had a strong positive correlation (ρ = 0.919, *p* < 0.0001) with that measured from the EDTA-B tube immediately after centrifugation (prior to aliquoting).

#### 3.7.2. Plasma Levels of miR-9a-3p, miR-136-3p, and miR-434-3p Assessed with RT-qPCR

The miR-9a-3p levels were higher in the sham-operated controls than in the naïve rats (2.4-fold, *p* < 0.05). The miR-9a-3p levels were higher in the mTBI group than in the sham (6.1-fold, *p* < 0.01) and naïve groups (14.8-fold, *p* < 0.01). The sTBI group had higher miR-9a-3p levels than all 3 of the other groups: mTBI (4.5-fold, *p* < 0.01), sham (27.2-fold, *p* < 0.01), and naïve (65.9-fold, *p* < 0.01) (Figure 6A).

The miR-136-3p levels were higher in the sham-operated controls than in the naïve animals (2.4-fold, *p* < 0.05). The miR-136-3p levels did not differ significantly between rats with mTBI and the sham group (1.8-fold, *p* > 0.05), but were higher in mTBI rats than in the naïve rats (4.3-fold, *p* < 0.01). The sTBI animals had higher miR-136-3p levels than all 3 of the other groups: mTBI (2.3-fold, *p* < 0.05), sham (4.0-fold, *p* < 0.01), and naïve (9.7-fold, *p* < 0.01) (Figure 6B).

The miR-434-3p levels were higher in the sham group than in the naïve rats (3.8-fold, *p* < 0.01). The miR-434-3p levels did not differ significantly between the mTBI group and the sham group (1.9-fold, *p* > 0.05), but were elevated in the mTBI group compared with naïve animals (7.1-fold, *p* < 0.01). The sTBI group had higher miR-434-3p levels than all 3 of the other groups: mTBI (2.4-fold, *p* < 0.01), sham (4.6-fold, *p* < 0.01), and naïve (17.2-fold, *p* < 0.01) (Figure 6C).

#### 3.7.3. Absolute Copy Numbers of miR-9a-3p, miR-136-3p, and miR-434-3p in Plasma Assessed with ddPCR

For miR-9a-3p, the sham-operated controls demonstrated similar mean copy numbers of miR-9a-3p compared with the naïve rats (1.1-fold, 5.1 vs. 4.6, *p* > 0.05). Mean copy numbers of miR-9a-3p in the mTBI group were 3.8-fold and 4.2-fold and higher compared to the sham (19.2 vs. 5.1, *p* < 0.01) and naïve groups (19.2 vs. 4.6, *p* < 0.01), respectively. The sTBI group demonstrated 6.2-fold, 23.5-fold, and 25.8-fold higher copy numbers of miR-9a-3p compared with the mTBI (118.8 vs. 19.2, *p* < 0.001), sham (118.8 vs. 5.1, *p* < 0.01), and naïve groups (118.8 vs. 4.6, *p* < 0.01), respectively (Figure 6D).

The mean copy numbers of miR-136-3p were similar between the sham-operated controls and naïve rats (2.0-fold, 12.2 vs. 6.0, *p* > 0.05). The mean copy numbers of miR-136-3p in the mTBI group did not differ from that in the sham group (1.4-fold, 16.7 vs. 12.2, *p* > 0.05), but were 2.8-fold higher than that in naïve rats (16.7 vs. 6.0, *p* < 0.01). Rats with sTBI had 1.8-fold, 2.5-fold, and 5.1-fold higher miR-136-3p levels than the mTBI (30.3 vs. 16.7, *p* < 0.01), sham (30.3 vs. 12.2, *p* < 0.01), and naïve groups (30.3 vs. 6.0, *p* < 0.01), respectively (Figure 6E).

Mean copy numbers of miR-434-3p were 2.6-fold higher in the sham group than in the naïve group (15.9 vs. 6.2, *p* < 0.05). The mTBI group had 1.8-fold and 4.6-fold higher miR-434-3p levels than the sham (28.7 vs. 15.9, *p* < 0.05) and naïve (28.7 vs. 6.2, *p* < 0.01) groups, respectively. The sTBI group had 3.0-fold higher miR-434-3p levels than the mTBI (87.0 vs. 28.7, *p* < 0.001), 5.5-fold higher than the sham group (87.0 vs. 15.9, *p* < 0.01), and 14-fold higher than the naïve group (87.0 vs. 6.2, *p* < 0.01) (Figure 6F).

Spearman’s analysis revealed a strong positive correlation between the RT-qPCR and ddPCR measurements for all three validated miRNAs: miR-9a-3p (ρ = 0.905, *p* < 0.0001), miR-136-3p (ρ = 0.625, *p* < 0.001), and miR-434-3p (ρ = 0.807, *p* < 0.0001).

Receiver operating characteristic analysis. The AUC for pairwise group comparisons of the absolute copy numbers assessed with ddPCR are summarized in Supplementary Table S1. The receiver operating characteristic (ROC) curves and the cut-off plasma miRNA copy numbers for miR-9a-3p, miR-136-3p, and miR-434-3p distinguishing the sham-operated controls from the naïve animals (indicating an effect of craniectomy on plasma miRNA levels without a TBI impact), the rats with mTBI from the sham-operated controls (indicating a mild impact effect), and the rats with sTBI from the mTBI (indicating an effect of the impact severity) are shown in Figure 7.

The miR-9a-3p copy number did not separate sham-operated controls from naïve rats (AUC 0.525, *p* > 0.05). It did, however, separate the mTBI group from the sham-operated controls (cut-off of copy number 12, 90% sensitivity and 100% specificity) and from naïve rats (cut-off of copy number 7, 100% sensitivity and 100% specificity). A plasma miR-9a-3p copy number of 64 separated the sTBI group from the mTBI group, sham-operated controls, and naïve rats (100% sensitivity and 100% specificity for all).

The miR-136-3p copy number did not distinguish sham-operated controls from naïve rats (AUC 0.825, *p* > 0.05) or the mTBI group from the sham-operated control group (AUC 0.712, *p* > 0.05). The miR-136-3p copy number separated the mTBI group from the naïve group (cut-off of copy number 10, 100% sensitivity and 100% specificity). Furthermore, miR-136-3p copy number separated the sTBI group from the mTBI group (cut-off of copy number 26, 75% sensitivity and 100% specificity), from sham-operated controls (cut-off of copy number 18, 100% sensitivity and 88% specificity), and from naïve rats (cut-off of copy number 18, 100% sensitivity and 100% specificity).

A plasma miR-434-3p copy number of 13 distinguished the sham-operated controls from naïve rats (75% sensitivity and 100% specificity). Furthermore, the miR-434-3p copy number separated the mTBI group from the sham-operated controls (cut-off of copy number 20, 90% sensitivity and 75% specificity) and naïve rats (cut-off of copy number 12, 100% sensitivity and 100% specificity). A plasma miR-434-3p copy number of 53 separated the sTBI group from the mTBI group, sham-operated controls, and naïve rats (100% sensitivity and 100% specificity for all).

### 3.8. ddPCR of hsa-miR-9-3p and hsa-miR-136-3p in Human TBI Plasma

We then assessed if the changes in miRNA levels detected in the animal model could be found in humans with TBI. Of the three miRNAs analyzed first with RT-qPCR, miR-434-3p was not detected in human samples. Therefore, only hsa-miR-9-3p and hsa-miR-136-3p were analyzed with ddPCR in human plasma samples.

#### 3.8.1. Hemolysis

Hemolysis was observed in 21% (3/14) of the control samples. Among the mTBI plasma samples, 20% (3/15) were hemolyzed. Neither one of the two sTBI plasma samples were hemolyzed.

#### 3.8.2. Effect of Sex, Age, and Injury-Sampling Interval on Plasma miR-9-3p and miR-136 Levels

No sex differences were observed in miR-9-3p and miR-136-3p levels in the mTBI or control cases. Further, miR-9-3p and miR-136-3p levels measured from the mTBI and control cases did not correlate with age, and those measured in mTBI cases did not correlate with hours to sampling postinjury.

#### 3.8.3. Absolute Copy Numbers for miR-9-3p and miR-136-3p in Plasma Assessed with ddPCR

From unnormalized RNA. When analyzed from the unnormalized RNA, the mean miR-9-3p copy number in the mTBI group was 1.8-fold than that in controls (57 vs. 31, *p* > 0.05). Further analysis indicated that 4 of the 15 mTBI patients had miR-9-3p levels higher than one standard deviation (SD) above the control (data points marked with diamonds in the mTBI group, Figure S5A). In the 2 sTBI cases the mean miR-9-3p levels were 5.3-fold than that in the mTBI group (302 vs. 57) and 9.7-fold than that in the control group (302 vs. 31).

The miR-136-3p level in the mTBI group was 2.3-fold than that in controls (859 vs. 380, *p* > 0.05). Of the 15 mTBI patients, 3 had miR-136-3p levels higher than 1 SD above the control mean. These three patients also had elevated miR-9-3p levels (higher than control mean + 1SD, data points marked with diamonds in the mTBI group, Figure S5B). The miR-136-3p level in the sTBI patients were similar to that in the mTBI or control groups (Figure S5B).

From small RNA-concentration normalized RNA. Small RNA concentration measurements from all TBI and control plasma samples indicated that eluted total small RNA concentrations across samples ranged from 0.18 to 1.21 ng/µL (mean 0.4 ng/µL, percentage of coefficient of variation (CV%) 55%). To reduce the bias in the estimated miRNA copy numbers as a result of this variation in eluted total small RNA concentration, we normalized the small RNA concentration. With this normalization, similar small RNA concentrations are used as input for the reverse transcription reaction. With the normalization, the within group sample-to-sample variability was reduced for both miR-9-3p and miR-136-3p. The CV% for miR-9-3p in the unnormalized control and mTBI groups was 81% and 93%, respectively. In the normalized samples, the CV% decreased to 58% and 60%, respectively. Similarly, the CV% for miR-136-3p in the unnormalized control and mTBI groups was 92% and 231%, respectively, whereas in the normalized samples, the CV% decreased to 91% and 109%, respectively. For the 2 sTBI patients, the within group sample-to-sample variability was reduced in the small RNA concentration-normalized samples compared with the unnormalized samples for miR-9-3p (57% vs. 78%), but not for miR-136-3p (86% vs. 71%).

With small RNA concentration-normalization, the pattern of miR-9-3p or miR-136-3p expression between the mTBI and control groups remained similar to that observed in the analysis from unnormalized RNA. The mean miR-9-3p copy number in the mTBI group was 1.4-fold than that in controls (19 vs. 14, *p* > 0.05). With the normalization, 7 of the 15 mTBI patients had miR-9-3p levels higher than 1 SD above the control mean (data points marked with diamonds in the mTBI group, Figure 8A). In the sTBI group, the miR-9-3p levels were 6.5-fold as compared to that in the mTBI group (126 vs. 20) and 9.2-fold than that in the control group (126 vs. 14).

The miR-136-3p level in the mTBI group was 1.6-fold than that in controls (220 vs. 138, *p* > 0.05). With the normalization, 5 of the 15 patients had miR-136-3p levels higher than 1SD above the control mean (data points marked with diamonds in the mTBI group, Figure 8B). Of these 5 patients, 4 also had elevated miR-9-3p levels (higher than control mean + 1SD, data points marked with black and green solid diamonds in the mTBI group, Figure 8B). The miR-136-3p level in the sTBI group was 0.9-fold (188 vs. 220) and 1.4-fold (188 vs. 138) compared to that in the mTBI and control groups, respectively.

ROC analysis. ROC analysis for miR-9-3p and miR-136 levels measured with ddPCR from unnormalized RNA did not distinguish the controls from the mTBI patients (miR-9-3p: AUC 0.657, *p* > 0.05; miR-136-3p: AUC 0.476, *p* > 0.05). Using small RNA concentration normalized RNA produced similar results (miR-9-3p: AUC 0.638, *p* > 0.05, miR-136-3p: AUC 0.590, *p* > 0.05) (Figure S6).

#### 3.8.4. Association of miR-9-3p and miR-136 Levels with Plasma S100B Concentrations

Among the 15 mTBI patients, 11 demonstrated elevated S100B levels (>0.1 µg/L [12]). No correlations were observed between miR-9-3p or miR-136-3p and S100B levels measured from the mTBI cases. Five of the seven mTBI patients with normalized plasma miR-9-3p levels higher than1 SD above the control mean also had elevated S100B levels (data points marked as green open and solid diamonds in the mTBI group, Figure 8A). Similarly, three of the five mTBI patients with normalized plasma miR-136-3p levels higher than 1 SD above the control mean also had elevated S100B levels (data points marked as green open and solid diamonds in the mTBI group, Figure 8B).

## 4. Discussion

The present study evaluated whether mTBI leads to altered plasma miRNA levels and whether some of these miRNAs could serve as diagnostic biomarkers for experimental and/or clinical mTBI and produced four main findings. First, sequencing plasma miRNAs at 2 days postinjury revealed that mTBI led to an upregulation of 15 plasma miRNAs compared with naïve rats. We validated the increases of three miRNAs: miR-9a-3p, miR-136-3p, and miR-434-3p. Second, all three of these miRNAs exhibited an impact-severity-dependent increase in our experimental lateral FPI model in rats, being higher after sTBI than mTBI. Third, even sham surgery, including craniectomy without lateral FPI impact, altered the plasma miRNA profile compared with that in naïve rats. Fourth, the increase in miR-9a-3p and miR-136-3p levels was also detected in a subgroup of patients with mTBI.

### 4.1. mTBI Led to an Acute Increase in Plasma miR-9a-3p, miR-136-3p, and miR-434-3p Levels

The miRNAs identified from plasma sequencing of the rats at 2 days after experimental mTBI were sorted into descending order by the normalized mean absolute coefficient values from logistic regression CV. The coefficient mass aggregated on a set of eight miRNAs, from which we selected the top five miRNAs for independent validation. Among these, three miRNAs were also significantly regulated in the DE analysis. The plasma levels of these three miRNAs, miR-9a-3p, miR-136-3p, and miR-434-3p, survived the independent validation by both RT-qPCR and ddPCR when compared between the mTBI and naïve rats.

What pathologies do the altered plasma miRNA levels represent? Our study revealed that increased plasma miR-9a-3p levels can distinguish mTBI rats at 2 days post-TBI from naïve rats with excellent diagnostic accuracy. We also found that plasma miR-9-3p levels were increased in a subpopulation of patients with mTBI, some of whom also had increased plasma S100B levels, which is a more established diagnostic biomarker for mTBI [12,13]. MiR-9 is one of the most conserved and abundant miRNAs in the vertebrate central nervous system (CNS) [45,46,47]. Expression of miR-9 is detected in neuronal progenitors in the embryonic and developing brain, and in mature postmitotic neurons in adults [48]. A major function of miR-9 is to regulate neuronal progenitor proliferation in the developing brain [48]. Specifically, miR-9-3p contributes to synaptic plasticity and memory formation in adult mouse brains [49]. Aberrant expression of miR-9 is observed in neurodegenerative diseases, as well as in brain cancers [48,49,50]. Some studies have also reported miR-9 expression in normal peripheral tissues [51,52,53]. miR-9 acts as both an oncogene and a tumor suppressor, with aberrant expression levels detected in malignant transformations outside the CNS [48,54]. Importantly, its level in normal plasma is very low, as indicated by a low copy number in naïve rats and also in the human controls in our study. Similar to our observation, another recent study identified increased miR-9a-3p levels in plasma exosomes of rats with weight-drop–induced TBI compared with sham-operated controls [55]. Elevated serum miR-9 levels were also reported in a group of American-style football players with at least six years of playing experience and 41% with previously reported concussion, in comparison with nonathlete controls [24]. Altered miR-9 levels are also reported in synergy with another brain-enriched miRNA, miR-124, in the serum and CSF of patients with acute ischemic stroke [56,57,58]. Taken together, these data suggest that the increased plasma miR-9-3p levels observed in the present study after mTBI in rats and humans indicate neuronal dysfunction.

The miRNA miR-136-3p is a novel plasma biomarker candidate of mTBI. In the present study, we observed that a 3-fold increase in the plasma miR-136-3p level in rats with mTBI distinguished them from the naïve rats with 100% sensitivity and specificity. Importantly, our study is the first to report the presence of miR-136 in human plasma after TBI. miR-136-3p is enriched in primary cultured neurons from postnatal day 1 rat cortex [59]. Upregulation of miR-136-3p expression was reported in synaptoneurosomes at the preclinical stage of prion disease [60]. In contrast, downregulation of miR-136-3p expression is observed in glioma tissue of patients with a more aggressive and/or poor prognostic phenotype [61,62]. miR-136 exerts a protective function on neurons in a model of spinal cord ischemia injury [63]. miR-136-3p expression is also detected outside the CNS [64,65,66]. Circulating and CSF miR-136-3p levels are candidate biomarkers for both Parkinson’s disease and Alzheimer’s disease [67,68,69,70]. In patients with amyotrophic lateral sclerosis, serum miR-136-3p levels correlate with rapid disease progression [71]. Selvamani et al. reported that miR-136 levels are almost 2-fold higher after cerebral ischemia induced with middle cerebral artery occlusion, particularly in ischemic adult female rats compared with male rats [72], suggesting the potential role of this miRNA in regulating stroke severity sex-dependently. No previous reports, however, have linked miR-136 to TBI. Our study reports excellent diagnostic accuracy of miR-136-3p in experimental mTBI. Although we did not find similar diagnostic accuracy for miR-136 in human mTBI, we found elevated plasma miR-136 levels in a subpopulation of mTBI patients. The difference between the experimental and clinical data probably relates to the greater heterogeneity of human mTBI compared with experimental mTBI. Taken together, these promising data on miR-136 as a potential diagnostic biomarker for mTBI warrant further studies on a larger population of mTBI patients.

miR-434-3p is another novel plasma miRNA biomarker candidate of mTBI identified in our analysis. Increased plasma miR-434-3p levels at 2 days post-TBI had 100% sensitivity and specificity as a diagnostic biomarker for experimental mTBI after lateral FPI compared with naïve rats. miR-434-3p is also enriched in neurons [59]. Analysis from primary neuronal cultures further indicates that miR-434-3p can regulate the neuronal transcriptome during stress conditions [73]. A 2-fold increase in circulating miR-434-3p levels was identified as a biomarker for epileptogenesis in a pilocarpine-induced mouse model of status epilepticus [74]. In addition to the CNS, miR-434 expression is also reported in peripheral tissues, such as the rat skeletal muscle and atherosclerotic aorta [75,76,77]. Circulating miR-434-3p is a candidate biomarker of muscle aging and damage [78,79], as well as of Gram-positive bacterial infection [80]. Serum miR-434-3p levels are increased in a mouse weight-drop model of mTBI [31]. miR-434 is a rodent-specific miRNA [81], undetected in humans. Thus, miR-434-3p levels in human plasma were not detected and its biomarker potential for clinical TBI could not be explored. Nevertheless, identification of preclinical biomarkers for mTBI is critical for advancing progress in treatment discovery and development.

In addition to miR-9a-3p, miR-136-3p, and miR-434-3p, 2 other miRNA candidates were identified by the logistic regression analysis as important features distinguishing the mTBI group from naïve rats: miR-153-3p and miR-15a-3p. The RT-qPCR analysis, however, did not successfully validate these candidates. 

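In these libraries rno-miR-153-3p was at 3.96 ± 1.40 CPM (SD, n = 4) in naive rats, 5.33 ± 3.50 (SD, n = 5) in sham-operated controls, 5.41 ± 1.68 (SD, n = 5) after mTBI and 5.59 ± 0.550 (SD, n = 5) after sTBI. Its counts ranged from 9 to 30 UMIs per library, and 1 sham library was above 10 CPM, at 10.8. rno-miR-15a-3p was at 1.48 ± 1.04 CPM (SD, n = 4) in naive rats, 4.34 ± 2.77 (SD, n = 5) in sham-operated controls, 3.68 ± 0.728 (SD, n = 5) after mTBI and 5.54 ± 1.88 (SD, n = 5) after sTBI. It had 0 to 26 UMIs per library and was under 10 CPM in all 19. Some libraries hold no miRNA count from 1 to 9, so values near that floor are coarse.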

A plausible reason for this is the low abundance of the miRNAs in plasma as indicated by a normalized count per million < 10 in the small RNA-Seq data. These findings indicate that miRNAs with a low expression abundance identified from machine-learning or DE-based analysis of small RNA-Seq should be treated with caution, and PCR-based independent validation of such candidates is critical for evaluating their biomarker potential.

To summarize, our pipeline for miRNA diagnostic biomarker discovery in the lateral FPI model of TBI identified plasma miR-9a-3p, miR-136-3p, and miR-434-3p as candidate diagnostic biomarkers for mTBI. Further, acute plasma miR-9-3p and miR-136-3p levels were also increased in a subpopulation of patients with mTBI, some of whom also exhibited increased plasma S100B levels.

### 4.2. An Impact Severity -Dependent Increase was Observed in the Plasma miRNA Signature

Previous studies in rats with lateral FPI demonstrated that an impact pressure of 1.5 atm successfully recapitulated the clinical findings of mTBI [82,83,84]. In correlation with previous studies, our mTBI cohort exhibited no postimpact mortality, whereas 20% acute postimpact mortality was observed in the sTBI cohort. Further, the duration of postimpact apnea was also significantly lower in the mTBI cohort in comparison to the sTBI. Nissl-stained brain sections from the mTBI rats at 2 days post-TBI revealed some extent of neuronal loss at the lesion core, but the perilesional haemorrhage and neuronal loss was more prominent in the sTBI cases. In addition, the the miRNAs investigated in detail showed a clear injury-severity-dependency. In particular, the levels of these miRNAs were low in normal plasma and increased according to the severity of the impact force in the following order: naïve < craniectomized experimental controls < mTBI < sTBI.

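miR-9a-3p was at 6.72 ± 1.87 CPM (SD, n = 4) in naive rats, 10.9 ± 3.87 (SD, n = 5) in sham-operated controls, 28.1 ± 7.22 (SD, n = 5) after mTBI and 145 ± 39.2 (SD, n = 5) after sTBI. miR-136-3p, enriched in neurons, was at 7.03 ± 1.11, 15.4 ± 3.53, 13.1 ± 2.98 and 22.4 ± 5.08 CPM in the same order of groups. miR-434-3p was at 32.7 ± 13.0, 92.3 ± 18.2, 90.2 ± 14.2 and 307 ± 31.0 CPM. A one-sided permutation test of the Jonckheere-Terpstra statistic in the order naive, sham, mTBI and sTBI passed for miR-9a-3p (adjusted p = 6.0e-05), miR-136-3p (adjusted p = 0.00048) and miR-434-3p (adjusted p = 9.0e-05), where the smallest unadjusted p that 100000 resamples can give is 1.0e-05. The paper chose these miRNAs on the same naive and mTBI libraries, so this test is not independent of that choice. It can also pass without a step from sham to mTBI. It passed as well for miR-15a-3p (adjusted p = 0.0144) and miR-153-3p (adjusted p = 0.0499), which the paper's RT-qPCR did not bear out. The step from sham to mTBI was a log2 fold change of 0.20 (SE 0.18, adjusted p = 0.584) for miR-434-3p and 0.0036 (SE 0.17, adjusted p = 0.989) for miR-136-3p from edgeR with TMM factors. The CPM means of both were lower after mTBI than in sham-operated controls, so the direction of this step depended on the scaling. The exact permutation test on log2 CPM gave p = 0.905 for miR-434-3p and p = 0.262 for miR-136-3p. From mTBI to sTBI, miR-434-3p rose by 1.47 (SE 0.19, adjusted p = 1.8e-05) and miR-136-3p had 0.47 (SE 0.17, adjusted p = 0.193) from edgeR (exact permutation test for miR-136-3p, p = 0.0159, adjusted p = 0.0357). Against naive rats, sTBI plasma had log2 fold changes of 4.11 (SE 0.32, adjusted p = 2.6e-09) for miR-9a-3p, 2.94 (SE 0.22, adjusted p = 1.1e-09) for miR-434-3p and 1.31 (SE 0.20, adjusted p = 9.6e-05) for miR-136-3p.

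**Figure D2:**
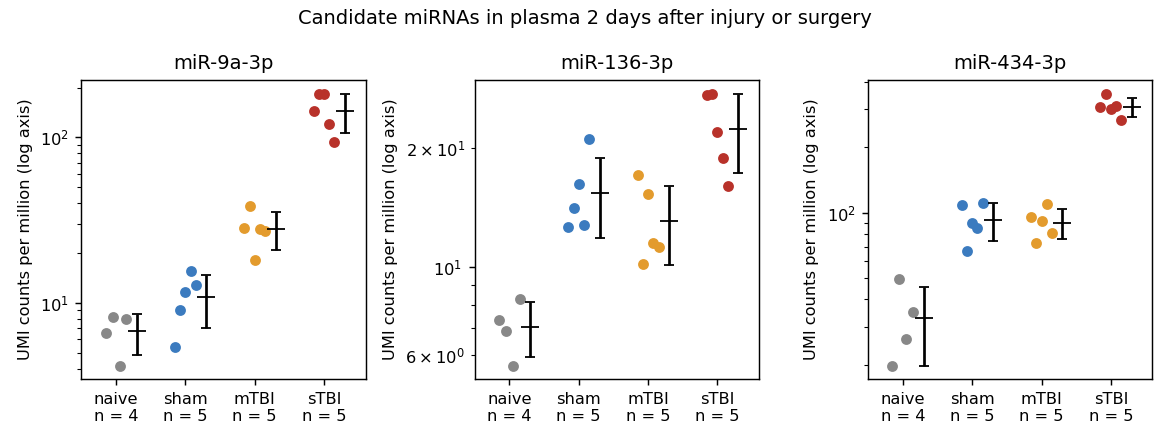
CPM of the 3 miRNAs (log axes) in each library of naive (n = 4), sham, mTBI and sTBI rats (n = 5 each), with mean and SD. Mean miR-9a-3p goes from 6.72 to 145 CPM, and the sham and mTBI means of miR-434-3p are 92.3 and 90.2 CPM.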

Several recent reports have questioned the use of craniectomized animals as controls for TBI, as the craniectomy itself induces significant morphologic damage and behavioral abnormalities [85,86,87,88,89,90,91]. For example, a study reported differences in glial fibrillary acidic protein and ubiquitin *C*-terminal hydrolase L-1 levels at 4 h and 24 h postsurgery between the sham-operated experimental controls in different TBI models, including FPI, penetrating ballisticlike brain injury and controlled cortical impact [86]. Further, altered trauma markers have been detected in the brain tissue of craniectomized sham-operated controls [87,88,90]. Gait impairment post-TBI is also attributed in part to the effect of craniectomy [89]. In our study, small RNA seq analysis revealed 41 differentially expressed miRNAs in the plasma of sham-operated control rats at 2 days postsurgery compared with the naïve rats, whereas only four differentially expressed miRNAs were identified when the sham group was compared to the mTBI group. In addition, levels of the three PCR-validated miRNA biomarker candidates tended to be higher in the sham group than in the naïve rats. Thus, our findings strengthened the view that even a craniectomy with the dura kept intact can affect the plasma levels of presumably brain-derived miRNAs and this should be taken into consideration in experimental biomarker studies. It also underscores the importance of including naïve animals in the study design along with the craniectomized sham-operated controls. 

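By sequencing, miR-434-3p was higher in sham-operated controls than in naive rats, at a log2 fold change of 1.27 (SE 0.20, adjusted p = 0.00110) from edgeR (adjusted p = 0.0643 without the 4 libraries set apart on the first principal component). miR-136-3p had 0.83 (SE 0.20, adjusted p = 0.0242), and its call ended without naive library 2 (adjusted p = 0.0644) or 3 (0.106), without sham library 3 (0.0676) or 5 (0.0636), with spike-in totals (0.210), in a fit of the 2 groups (0.122) and without those 4 libraries (0.223), with log2 fold changes from 0.70 to 0.94 in these fits. miR-9a-3p had 0.43 (SE 0.30, adjusted p = 0.450), which did not pass. Each of the 5 sham libraries had a higher CPM of miR-434-3p and miR-136-3p than each naive library (exact permutation test, p = 0.0079). For miR-9a-3p, 4 of 5 sham libraries were above all naive libraries (exact permutation test, p = 0.111, adjusted p = 0.200).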

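Of the 15 miRNAs higher in sham plasma, 5 were on the muscle list and 6 on the list of the Dlk1-Dio3 cluster, which brain and muscle express. Of the 82 Dlk1-Dio3 miRNAs, 6 rose and 1 fell (10 and 1 when adjusted over the list alone), with a median log2 fold change of 0.34 against naive rats (fry, adjusted p = 0.00121, and adjusted p = 0.0318 with an estimated correlation, but fry's adjusted p = 0.277 with spike-in totals and 0.0818 without the 4 libraries set apart on the first principal component). miR-3543 had 1.45 (SE 0.26, adjusted p = 0.00165), miR-134-5p 1.10 (SE 0.19, adjusted p = 0.00156) and miR-323-3p 1.18 (SE 0.22, adjusted p = 0.00231) from edgeR, the last with an adjusted p of 0.0592 in a fit of the 2 groups alone. Of the 43 brain-enriched miRNAs, none rose and 1 fell in sham plasma (0 and 1 when adjusted over the list alone), with a median of 0.14 (fry, adjusted p = 0.684). miR-129-5p, a brain-enriched miRNA, was at 0.01 (SE 0.21, adjusted p = 0.981). The leukocyte list (fry, adjusted p = 0.0950) and the liver list (0.677) did not pass, with 0 calls from edgeR and 1 lower in each when adjusted over the list alone. From the miRNAs that differed between sham and naive rats, the few that differed between mTBI and sham rats, and the tendency of its PCR-tested candidates to be higher in sham than in naive rats, the paper reasons that its findings strengthen the view that a craniectomy that leaves the dura intact can affect plasma levels of presumably brain-derived miRNAs.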

Further, it necessitates comparison of the findings from our current study with that of the experimental TBI models that do not involve craniectomy, such as the weight-drop (without craniectomy) or the blast TBI [92].

The rats receiving sTBI had higher plasma levels of all the 3 validated miRNA candidates compared with the mTBI group, revealing an impact severity-dependent increase. To the best of our knowledge, only one previous preclinical study using a mouse weight-drop model of mTBI investigated alterations in serum miRNA levels in response to variations in TBI injury severity [31]. Sharma et al. reported increased serum miR-434-3p levels with the increase in impact severity [31]. In addition to miR-434-3p, we confirmed that plasma miR-9a-3p and miR-136-3p levels increased in correspondence with an increase in the injury severity in our rat model of lateral FPI. Taken together, our findings indicate that increasing the hit pressure leads to a more severe brain injury, along with an impact severity-dependent increase in plasma levels of specific brain-enriched miRNAs that act as a noninvasive signal for the injury severity.

In our analysis of human plasma samples, the brain-enriched miR-9-3p levels were 6.5-fold in the patients with sTBI in comparison to the mTBI, whereas miR-136-3p levels were only 0.9-fold. This suggests that in the patient samples miR-9-3p performs better in predicting the injury severity than miR-136-3p but needs to be confirmed in a larger patient cohort. Further, when comparing patients with mTBI to the controls, fold changes in plasma miR-9-3p and miR-136-3p levels were smaller than that observed in the rats with mTBI in comparison to the naïve in the lateral FPI model. This suggests that the inherent biological heterogeneity in humans can play a critical role in determining plasma miRNA levels, thereby requiring validation in a larger patient population. It is important to note that the control population in our study had no evident brain injuries reported, but some had complaints of headaches, arthrosis related pain etc. It remains to be investigated if the plasma miRNA levels in the control population are affected by these factors.

Both miR-9-3p and miR-136-3p have been identified to be brain-enriched in humans [93]. On the other hand, the S100B protein is expressed in muscle and adipose tissue and often reported to be elevated in patients with musculoskeletal injury without a brain injury [15]. Thus, miR-9-3p and miR-136-3p may be more sensitive and specific biomarkers of mTBI and of injury severity in comparison to S100B.

## 5. Conclusions

We identified increased plasma levels of three brain enriched miRNAs (miR-9a-3p, miR-136-3p, and miR-434-3p) at 2 days after experimental mTBI that distinguished injured rats from naïve rats with excellent diagnostic accuracy. In addition, we identified that a subpopulation of patients with mTBI exhibit increased plasma miR-9-3p and miR-136-3p levels in conjunction with increased plasma S100B levels. Further, our data reveals that the plasma miRNA levels correlate with the severity of brain injury in the lateral FPI model. A similar trend of correlation was observed for miR-9-3p in the patient population, indicating its potential to be translated in the clinic. Importantly, plasma miRNA levels were also altered in the sham surgery group in comparison with the naïve rats, indicating that even a craniectomy with the dura kept intact can induce alterations in the plasma miRNA profile. Thus, naïve rats should be included as experimental study controls in TBI biomarker studies. Overall, miR-9-3p and miR-136-3p are novel biomarker candidates that should be further developed for the detection of mTBI in experimental models and humans.

Study Limitations. At the time of conducting this study, plasma samples were available for only 15 mTBI and 2 sTBI patients from the Kuopio University hospital. Thus, our findings regarding the plasma miR-9a-3p and miR-136-3p levels in the clinical TBI samples are preliminary and require further evaluation in a larger patient population.

## Figures and Tables

**Figure 1:**
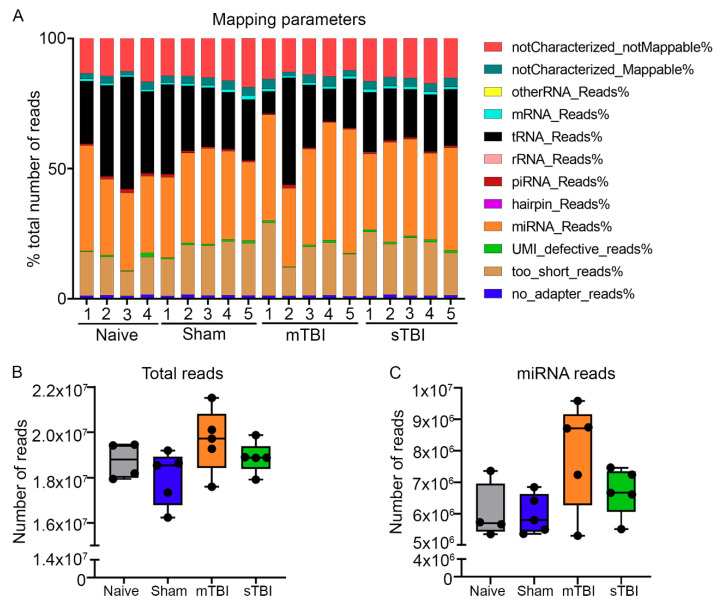
Primary quantification revealed no difference between the total sequenced reads and the sequenced reads mapping to miRNAs between experimental groups. (**A**) miRNA and transfer RNA reads comprised of 50–70% of the total sequenced reads (*y*-axis) across all samples in the experimental groups (*x*-axis; naïve *n* = 4, sham *n* = 5, mTBI *n* = 5, sTBI *n* = 5). (**B**) The total number of detected reads (*y*-axis) did not differ among the four groups (*x*-axis). (**C**) Similarly, total number of reads mapping to miRNAs (*y*-axis) also did not differ among the four groups (*x*-axis). Abbreviations: mRNA, messenger RNA; miRNA, microRNA; mTBI, mild traumatic brain injury; piRNA, Piwi-interacting RNA; rRNA, ribosomal RNA; sham, sham-operated experimental controls; sTBI, severe traumatic brain injury, tRNA, transfer RNA; UMI, unique molecular index.

**Figure 2:**
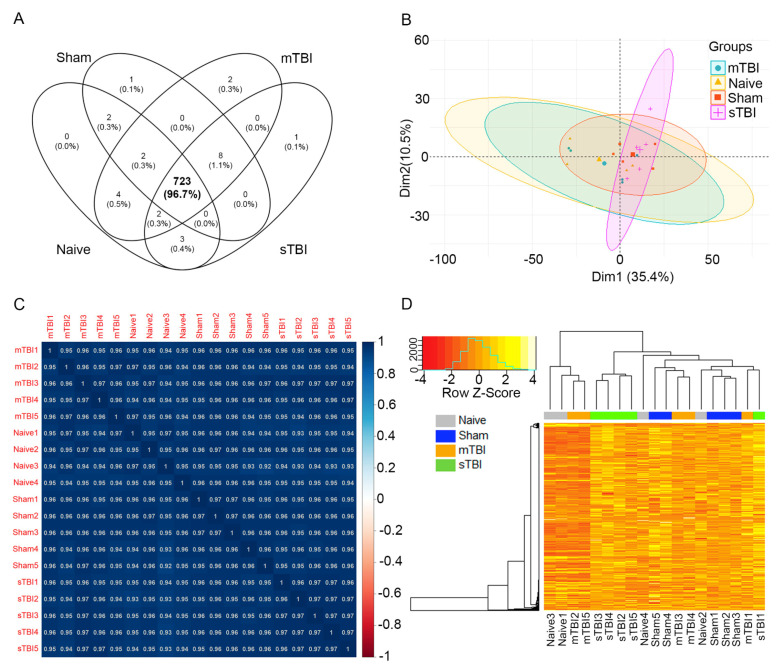
The overall miRNA expression profile in rat plasma was similar between the TBI and control groups. (**A**) Venn-diagram of micro RNAs expressed in each group (naïve, sham, mTBI, sTBI). Among the 748 miRNAs detected across all samples in miR-sequencing, 723 (97%) were commonly expressed in all 4 groups. (**B**) Principal component analysis revealed overall similarity in the miRNA expression profile in the four groups, as the first two components (Dim1 + Dim2) explained only 46% of the variance in the dataset. (**C**) High positive Spearman correlation coefficients were observed across all samples. (**D**) Heatmap based on Spearman rank correlation as the distance matrix also indicated similar miRNA expression profile across groups (no clustering of cases). Top shows the clustering of samples, left the clustering of miRNAs, and bottom the individual animals. Abbreviations: Dim1, dimension 1; Dim 2, dimension 2; mTBI, mild traumatic brain injury; sham, sham-operated experimental controls; sTBI, severe traumatic brain injury; Z-Score, measure of distance in standard deviations from the mean.

**Figure 3:**
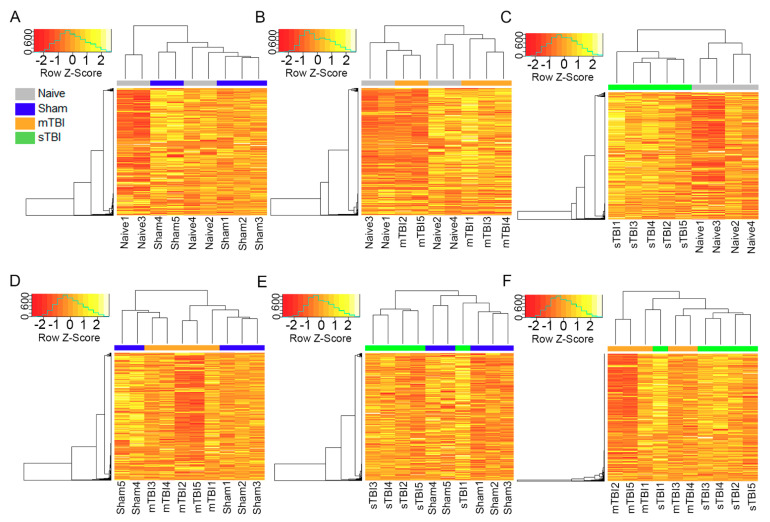
Pairwise comparison of overall miRNA expression profile in rat plasma revealed separate clustering only between the naïve and sTBI groups. When heatmaps (**A**–**F**) were plotted based on the Spearman rank correlation as the distance matrix for pairwise group comparisons, the overall miRNA expression profiles separated (**C**) the naïve and sTBI groups. No separation of clusters was found between (**A**) naïve and sham groups, (**B**) naïve and mTBI groups, (**D**) sham and mTBI groups, (**E**) sham and sTBI groups, and (**F**) mTBI and sTBI groups. In each panel, top shows the clustering of samples, left the clustering of miRNAs, and bottom the individual animals. Abbreviations: mTBI, mild traumatic brain injury; sham, sham-operated experimental controls; sTBI, severe traumatic brain injury; Z-Score, measure of distance in standard deviations from the mean.

**Figure 4:**
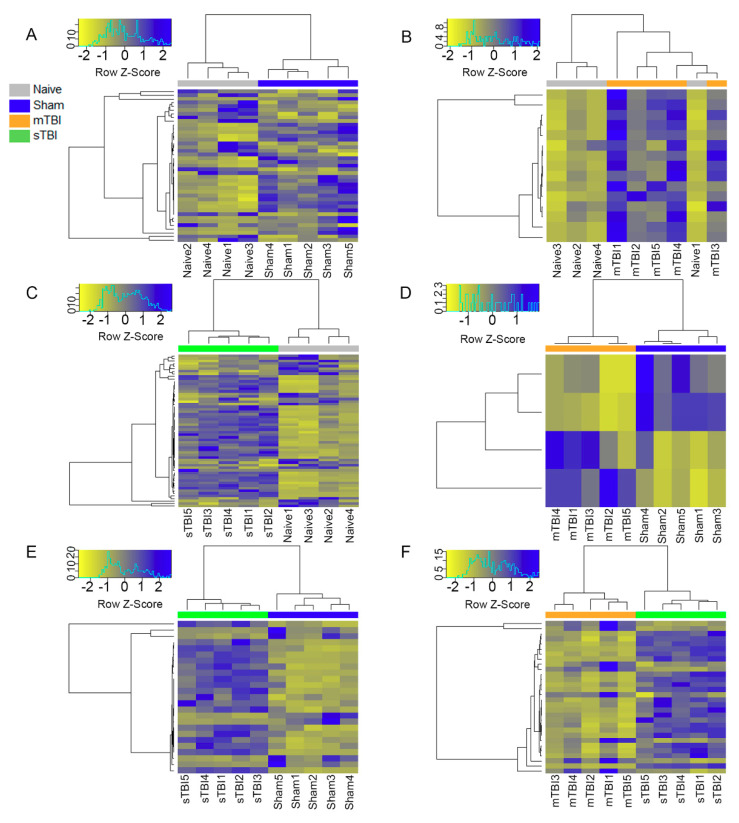
Heatmaps for differentially expressed miRNAs in rat plasma revealed separation of different groups. (**A**–**C**) In comparison to the naïve group, the sham-operated controls had 41 differentially expressed miRNAs (18 downregulated and 23 upregulated), the mTBI group 15 differentially expressed miRNAs (all upregulated), and the sTBI group 60 differentially expressed miRNAs (21 downregulated and 39 upregulated). (**D**,**E**) Compared with the sham-operated experimental controls, the mTBI group had four differentially expressed miRNAs (two downregulated and two upregulated) and the sTBI group had 25 differentially expressed miRNAs (6 downregulated and 19 upregulated). (**F**) The sTBI group had 30 differentially expressed miRNAs in comparison to the mTBI group (8 downregulated and 22 upregulated). In each panel, top shows the clustering of samples, left the clustering of miRNAs, and bottom the individual animals. Abbreviations: mTBI, mild traumatic brain injury; sham, sham-operated experimental controls; sTBI, severe traumatic brain injury; Z-Score, measure of distance in standard deviations from the mean.

**Figure 5:**
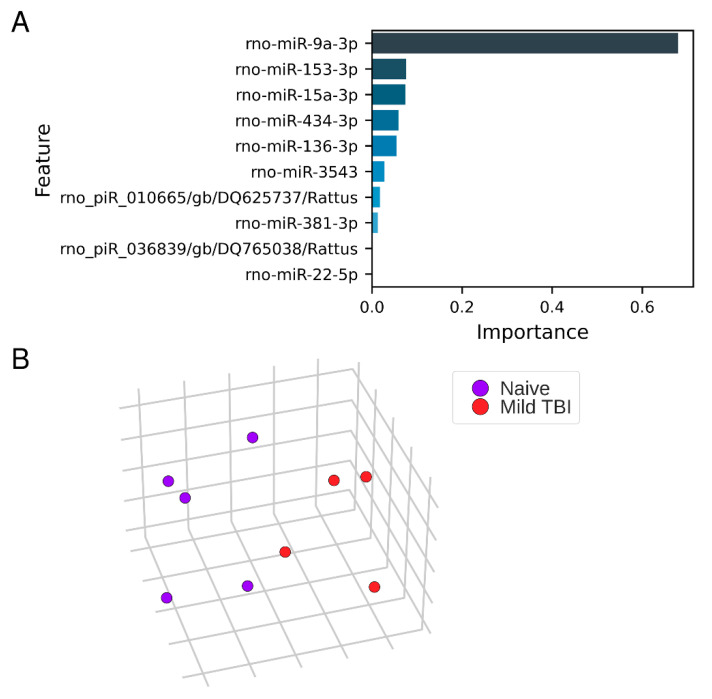
Machine learning revealed miRNAs differentiating mTBI rats from naïve animals. Feature importance (**A**) from logistic regression models optimized for naïve vs. mTBI classification. The feature importance denotes the absolute values of model coefficients averaged over CV folds and normalized to sum to 1. The majority of the coefficient mass centered on rno-miR-9a-3p, tapering to 0 after 8 top coefficient. The top five miRNA candidates with the highest feature importance distinguishing the mTBI group from the naïve rats were selected for technical validation of the small RNA-Seq data: rno-miR-9a-3p, rno-miR-153-3p, rno-miR-15a-3p, rno-miR-136-3p, and rno-miR-434-3p. (**B**) t-SNE reduction of raw counts from miRNAs with count ≥ 1 in at least 80% samples. The visible separability of the two groups explains the linear model’s ability to discern between naïve and mTBI groups.

**Figure 6:**
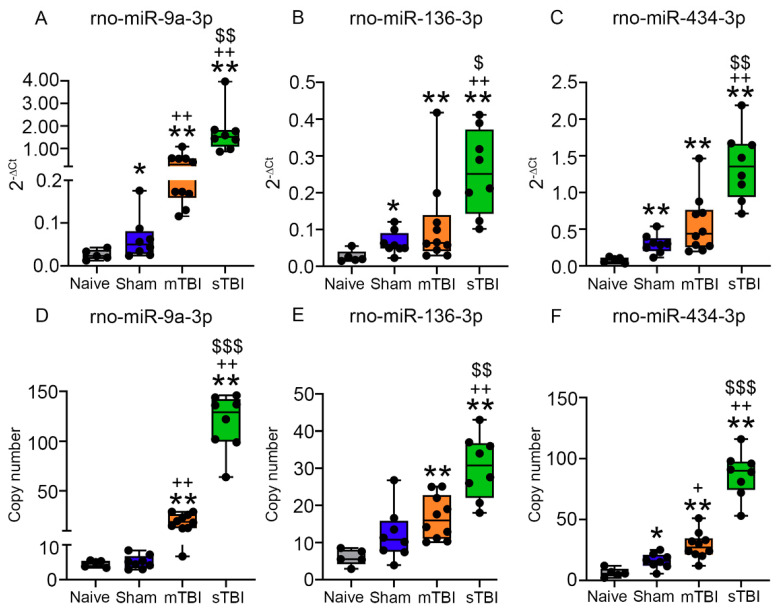
RT-qPCR and ddPCR confirmed the injury-severity-dependent increases in plasma miR-9a-3p, miR-136-3p, and miR-434-3p levels after experimental mTBI and sTBI. RT-qPCR indicated that (**A**) sham-operated controls had higher miR-9a-3p levels than naïve rats (*p* < 0.05). The mTBI group had higher miR-9a-3p levels than the naïve (*p* < 0.01) and sham-operated controls (*p* < 0.01). The sTBI group had higher miR-9a-3p levels than the naïve (*p* < 0.01), sham-operated controls (*p* < 0.01), and mTBI groups (*p* < 0.01). (**B**) The sham-operated controls had higher miR-136-3p levels than naïve animals (*p* < 0.05). The mTBI group had higher miR-136-3p levels than the naïve rats (*p* < 0.01), but similar levels to those in the sham-operated controls. The sTBI group had higher miR-136-3p levels than the naïve (*p* < 0.01), sham-operated controls (*p* < 0.01), and mTBI groups (*p* < 0.05). (**C**) Sham-operated controls also had higher miR-434-3p levels than the naïve (*p* < 0.01). The mTBI group had higher miR-434-3p levels only in comparison with naïve rats (*p* < 0.01). The sTBI group had higher miR-434-3p levels than the naïve rats (*p* < 0.01), sham-operated controls (*p* < 0.01), and mTBI groups (*p* < 0.01). (**D**–**F**) ddPCR analyses mostly revealed similar expression patterns as observed with RT-qPCR. The miR-9a-3p and miR-136-3p levels measured with ddPCR, however, did not differ between the naïve and sham groups. Moreover, with ddPCR, the mTBI group had increased miR-434-3p levels in comparison with the sham rats (*p* < 0.05). Abbreviations: Ct, cycle threshold; mTBI, mild traumatic brain injury; PCR, polymerase chain reaction; sham, sham-operated experimental controls; sTBI, severe traumatic brain injury. Statistical significances: * *p* < 0.05 and ** *p* < 0.01 compared to naïve, + *p* < 0.05 and ++ *p* < 0.01 compared to sham-operated controls, $ *p* < 0.05, $$ *p* < 0.01, and $$$ *p* < 0.001 compared to mTBI (Mann–Whitney *U* test).

**Figure 7:**
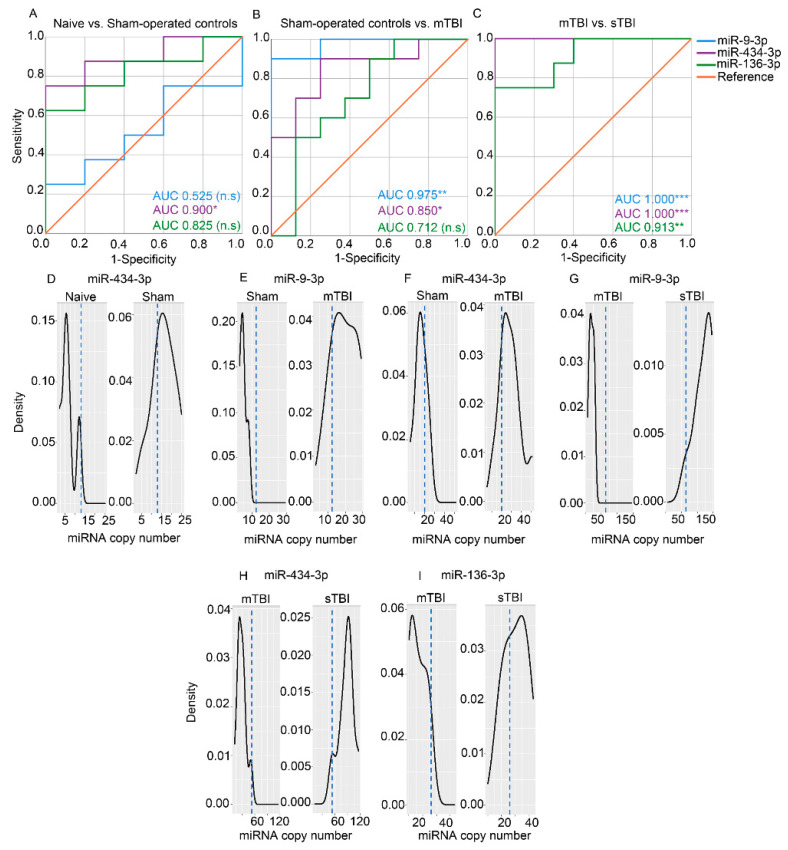
Receiver Operating Characteristic (ROC) and cut-off analysis indicated that plasma miRNAs separated the sham-operated controls from naïve rats (craniectomy effect), mTBI rats from sham-operated controls (TBI effect), and sTBI rats from mTBI rats (TBI severity effect). (**A**,**D**) Plasma miR-434-3p levels separated the sham-operated controls from the naïve rats with 75% sensitivity and 100% specificity (cut-off 13 copies, AUC 0.900, *p* < 0.05), whereas plasma miR-9a-3p and miR-136-3p did not separate the groups. (**B**,**E**,**F**) Plasma miR-9a-3p levels separated the mTBI group from the sham-operated controls with 90% sensitivity and 100% specificity (cut-off 12 copies, AUC 0.975, *p* < 0.01) and miR-434-3p levels with 90% sensitivity and 75% specificity (cut-off 20 copies, AUC 0.850, *p* < 0.05). miR-136-3p levels were similar between the two groups. (**C**,**G**–**I**) Plasma miR-9a-3p levels separated the sTBI group from the mTBI group with 100% sensitivity and 100% specificity (cut-off 64 copies, AUC 1.000, *p* < 0.001), miR-434-3p with 100% sensitivity and 100% specificity (cut-off 53 copies, AUC 1.000, *p* < 0.001) and miR-136-3p 75% sensitivity and 100% specificity (cut-off 26 copies, AUC 0.913, *p* < 0.05). Abbreviations: AUC, area under the curve; miRNA, microRNA; mTBI, mild traumatic brain injury; n.s, not significant; sham, sham-operated experimental controls; sTBI, severe traumatic brain injury. Statistical significances: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 (Mann-Whitney *U* test).

**Figure 8:**
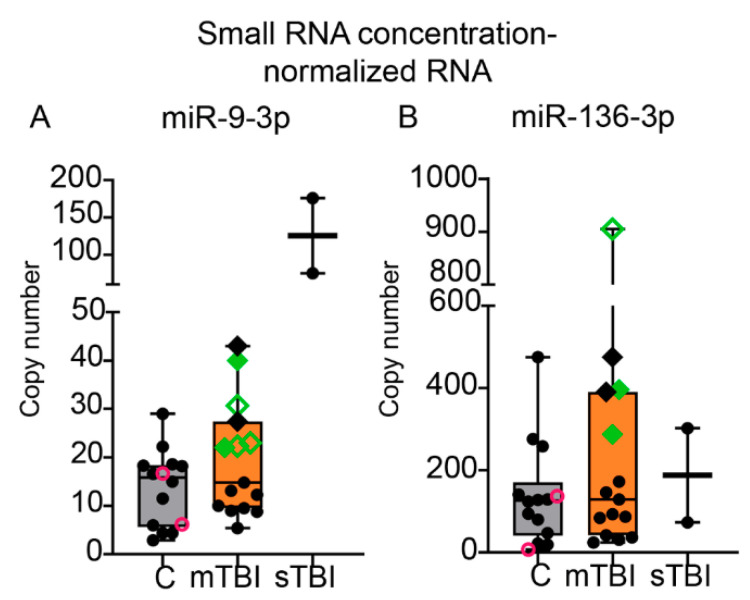
ddPCR revealed elevated miR-9-3p and miR-136-3p levels in a subpopulation of mTBI patients that also had high plasma S100B levels. Whisker-plots (box extends from the 25th–75th percentiles) shows that (**A**) mean miR-9-3p copy numbers (per 20 µL of PCR reaction volume, normalized for total small-RNA concentration, *y*-axis) were similar between the mTBI and controls (*x*-axis, *p* > 0.05). In 7 of the 15 mTBI patients (diamonds), however, miR-9-3p levels were higher than mean + 1SD of control mean (>21 copies). miR-9-3p levels in the sTBI patients were 9.2-fold compared to that in the controls and 6.5-fold compared to that in the mTBI group, suggesting a trend toward an injury-severity effect. (**B**) Mean miR-136-3p copy numbers did not differ between the mTBI patients and controls (*p* > 0.05). In 5 of the 15 mTBI patients (diamonds), miR-136-3p copy number was higher than mean + 1SD of the control mean (>264 copies). Unlike miR-9-3p, data from the sTBI patients did not suggest any injury-severity effect. In two mTBI patients, the miR-9-3p and miR-136-3p levels were higher than mean + 1SD of that in controls, and the plasma S100B levels were higher than the reference of 0.1 µg/L (solid green diamonds). Statistical test: (Mann–Whitney *U* test). Abbreviations: C, age-matched controls; mTBI, mild traumatic brain injury; sTBI, severe traumatic brain injury. Symbol key: open pink circles indicate the controls age-matched with the sTBI patients; black solid diamonds indicate the mTBI patients with plasma S100B level < 0.1 µg/L but plasma miR-9-3p and miR-136-3p levels > mean + 1SD of the controls; green solid diamonds indicate the mTBI patients with plasma S100B level > 0.1 µg/L as well as plasma miR-9-3p and miR-136-3p levels > mean + 1SD of the controls; open green diamonds indicate the mTBI patients with plasma S100B level >0.1 µg/L and either plasma miR-9-3p level or miR-136-3p level > mean + 1SD of the controls.

**Table 1:** Clinical characteristics of the human patients with mild and severe traumatic brain injury, and controls.

Clinical Characteristics	Controls (*n* = 14)	mTBI (*n* = 15)	sTBI (*n* = 2)
Age (mean ± SD)	63 ± 6	68 ± 12	63 ± 3
Female (*n* (%))	4 (29)	5 (33)	0 (0)
GCS (mean ± SD)	-	14.8 ± 0.6	3.5 ± 0.7
Post-traumatic amnesia (*n* (%))	-	12 (80)	-
Hours from injury to plasma sampling (mean ± SD)	-	11 ± 12	-
Plasma S100B (µg/L) (mean ± SD)	-	0.2 ± 0.1	-
Plasma S100B > 0.1 µg/L (*n* (%))	-	11 (73)	-
Alcohol consumed (*n* (%))	-	3 (20)	1 (50)

Abbreviations: GCS, Glasgow coma scale; mTBI, patients with mild traumatic brain injury; *n*, number of cases; SD, standard deviation; sTBI, patients with severe traumatic brain injury.

## Data Availability

The small RNA sequencing data has been deposited to the Gene Expression Omnibus (GEO) under accession No. GSE159011. The processed sequencing data and validation results from RT-qPCR and ddPCR presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/4/1563/s1.

How the deposited data were processed for this re-analysis (not part of the article)

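Plasma from the tail vein of 4 naive rats, 5 sham-operated controls, 5 rats with mTBI and 5 rats with sTBI was sequenced as small RNA 2 days after surgery or injury, 1 library per rat. Samples were assigned to groups by their labels, and no library was left out of the main results. The authors quantified the reads with the GeneGlobe portal, and as deposited the files hold read counts and UMI counts per feature, before any normalization: 748 mature miRNAs and 104 Piwi-interacting RNAs in 1 table, 386 tRNA features in another, 54 spike-in features in 1 more, and a summary of the reads per class. Read counts include PCR copies and UMI counts do not. In 7 libraries no miRNA had a count from 1 to 9, and the lowest count above 0 was 10, while the other 12 libraries had 7 to 65 miRNAs with such counts. Among these 12, the files hold 6 pairs of libraries in which the higher of the pair's counts is never from 1 to 9, so the lowest count the files hold differs between libraries. Mature miRNAs and spike-ins together made 99.8 to 100.0% of the reads of the miRNA class. Every column of the tables was used. The qPCR and ddPCR measurements, the hemolysis coefficients and the human plasma samples were not analysed here.

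Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on UMI counts, with TMM factors, the filterByExpr filter by group (minimum count 10), a robust quasi-likelihood fit with 15 residual degrees of freedom and Benjamini-Hochberg adjustment over the 713 miRNAs tested in each of 6 comparisons. limma 3.58.1 and edgeR gave the tests of 9 lists of miRNAs (fry, and camera with a preset correlation of 0.01 and with an estimated one), adjusted over the 9 lists within each comparison. The lists were written from general knowledge of tissue expression: brain-enriched (43 tested), Dlk1-Dio3 cluster (82), skeletal and cardiac muscle (13), liver (16), erythrocyte (23), leukocyte (20), platelet (19, of which 5 are in another list), endothelial and stromal (18, of which 5 are in another list), and epithelial and endocrine (25). Plasma holds RNA from all these tissues, so a list names where a miRNA is abundant and does not show where it came from. DESeq2 1.42.0 was run as a second test. The miRNAs named in each comparison are up to 10 higher and 10 lower with the largest change among those past the threshold, those the paper names for its own data, and up to 4 members of each list with the smallest p. tRNA and Piwi-interacting RNA features were tested in the same way with TMM within their own tables.

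Single measures per library were compared over the 4 groups with a permutation test of the Kruskal-Wallis statistic (100000 resamples, adjusted over 8 tests). The candidates of the paper were tested with exact permutation tests of mean log2 CPM (pseudocount 1) and with a one-sided permutation test of the Jonckheere-Terpstra statistic, adjusted over 6 miRNAs. The ratio of miR-451-5p to miR-23a-3p, a marker of hemolysis, did not pass between groups (permutation p = 0.736), nor did the ratio of miRNA to spike-in UMIs (permutation p = 0.113). Principal components used CPM scaled per miRNA, and trees used complete linkage on 1 - Spearman's rho. The classifier was a logistic regression in nested leave-one-out loops with scikit-learn 1.9.0 in Python 3.11.15, choosing among 1, 5, 10 or 20 features by F-score, L1 or L2 penalties and C of 0.1, 1 or 10, with 100 permutations of the labels. numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.

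The alternatives tried were read counts, no filter on low counts, RLE factors, total miRNA counts, spike-in totals, Piwi-interacting RNAs in the same table, a hemolysis covariate, the replicate number as a block, fits of the 2 groups compared, DESeq2, DESeq2 on read counts of 2 groups, and each library left out. Chosen after seeing the data were counts under 10 set to 0, only miRNAs above 0 in all libraries, detection from 10 counts, and leaving out the 4 libraries set apart on the first principal component. The procedure was tested on simulated data with 200 changed miRNAs. In the 6 comparisons edgeR recovered 12.1 to 28.1% of 1.5-fold changes, 60.9 to 77.8% of 2-fold changes and 85.9 to 95.4% of 4-fold changes. At an unadjusted p under 0.05, fry called 2 to 32% of random sets of miRNAs without a simulated change. It called 24% for sTBI and naive, 32% for sTBI and sham and 14% for sTBI and mTBI, more than that threshold allows. Camera with an estimated correlation called 0% of such sets. Simulated miRNAs varied independently, so these shares say little about lists whose members vary together. The classifier gave a mean AUC of 0.4825 on noise. For each comparison, 100 divisions of the libraries into groups of the same sizes were tested, the real one included.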

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

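The tests of hemolysis, scaling, the 4 libraries set apart on the first principal component, surgery and severity were chosen after the results were seen, while the list tests, the tests of tRNA and Piwi-interacting RNA features, and the check of each group for a library far from the others were planned.

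The miRNAs of the muscle list, which the paper's text does not discuss, had a median log2 fold change against naive rats of 1.74 in sham-operated controls and of 1.08 after mTBI over the 13 miRNAs of the list, none of which another list holds. The paper does cite miR-434-3p, which is not on this list, as a possible marker of muscle damage. With the hemolysis marker as a covariate, the called members kept a median of at least 2.47 in both comparisons. That marker did not pass between groups (permutation test of the Kruskal-Wallis statistic, p = 0.736). The covariate could thus change these comparisons little, and this refit says little about hemolysis. For the called members, which were picked in the same libraries, the tables argue against the scaling of the libraries, with at least 2.37 under spike-in totals. Without the 4 libraries set apart on the first principal component, the median of the called members in sham-operated controls was 2.10 (SE 0.59) against 2.47 (SE 0.40) with them, and no member passed the test of edgeR, with 2 naive rats left, so a share of these libraries in the calls cannot be told apart from a difference between groups (fry for the list without them, adjusted p = 0.0346 in sham-operated controls and 0.0378 after mTBI). Surgery, which the sham, mTBI and sTBI rats had in common, may have released RNA from muscle. In sham-operated controls, which had no impact, the list passed fry (adjusted p = 0.00100) and camera with an estimated correlation (adjusted p = 0.0184). In sTBI rats, where a severe impact was added, it passed fry (adjusted p = 0.00611) but not camera with an estimated correlation (adjusted p = 0.289). The hypothesis stays open, because sham rats also differed from naive rats in anesthesia and drugs, and release from muscle was not measured. The most abundant called members were miR-206-3p (355 ± 170 TMM-scaled CPM in naive rats, SD, n = 4, and 2346 ± 1922 in sham-operated controls, SD, n = 5) and miR-133a-3p with miR-133b-3p as 1 feature (289 ± 145, SD, n = 4, and 1599 ± 729, SD, n = 5).

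The 19 brain-enriched and Dlk1-Dio3 miRNAs called higher after sTBI than after mTBI had a median log2 fold change of 1.09 (SE 0.19), and against naive rats the lists had medians of 0.47 (Dlk1-Dio3) and 0.29 (brain-enriched) after sTBI. With the hemolysis marker as a covariate the median was 1.09, but that marker did not pass between groups, so this refit says little about hemolysis. For these 19, which were picked as called in the same libraries, the tables argue against the 4 libraries as the whole cause (0.99, SE 0.21, without them, with 9 of 19 still called). A scaling of all miRNAs alike is argued against for these 19 (0.80, SE 0.21, under spike-in totals, with 9 still called), but for the lists as wholes it stays open, since neither passed there (fry, adjusted p = 0.289 for the brain-enriched and 0.387 for the Dlk1-Dio3 list). Severity of the injury, which the paper proposes, would also need a step from sham-operated controls to mTBI, and for the lists it cannot be told apart from a change that sets in only with sTBI, since neither list passed in that step (camera with an estimated correlation, adjusted p = 0.719 for the brain-enriched and 0.683 for the Dlk1-Dio3 list). In that step the median log2 fold change was 0.058 for the brain-enriched list and -0.21 for the Dlk1-Dio3 list. For the member miR-9a-3p the tables argue against a change only with sTBI, since it was called in that step (log2 fold change 1.66, SE 0.27, adjusted p = 0.00262 from edgeR, and 1.46 to 1.81 with each library left out), while where these miRNAs came from was not tested.

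Among tRNA features, which the paper did not test between groups, Chr13.trna3809-GluCTC was called lower in mTBI rats than in naive rats, with a log2 fold change of -2.20 (SE 0.40, adjusted p = 0.00504 from edgeR) and 7108 ± 1892 (SD, n = 5) against 32622 ± 18633 (SD, n = 4) TMM-scaled CPM, where 15 of 100 divisions of the libraries gave as many calls. Among Piwi-interacting RNAs, also not tested in the paper, rno_piR_001200 was called lower in the same comparison, with -1.60 (SE 0.38, adjusted p = 0.0376 from edgeR) and 272 ± 159 (SD, n = 5) against 824 ± 288 (SD, n = 4), but no feature was called with read counts, without the filter, or on leaving out any 1 of 12 of the 19 libraries, and 14 of 100 divisions gave as many calls.

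Some libraries lay far from the rest of their group, in 9 of 96 groups of values checked, where chance alone marks about 1 in 20 groups, or 4.8 of 96. Sham library 1 had 15.8% discarded reads, against 21.0 to 22.9% in the other sham libraries, and 34.4% tRNA reads, against 21.8 to 24.9%. Naive library 1 had 40.5% miRNA reads, against 29.1 to 29.8%, and mTBI library 2 had 1.24% reads of Piwi-interacting RNAs, against 0.315 to 0.535%. Naive library 2, which holds no miRNA count from 1 to 9, had 0 TMM-scaled CPM of miR-15a-3p, against 2.26 to 2.47, and sTBI library 4 had 7.41, against 3.93 to 4.48. miR-129-5p was at 14.7 TMM-scaled CPM in naive library 4, against 7.07 to 8.03, and at 13.3 in mTBI library 5, against 16.3 to 17.4. miR-323-3p was at 45.3 TMM-scaled CPM in sTBI library 2, against 34.2 to 35.6 in the other sTBI libraries.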

How the results depend on the processing

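The alternatives were planned except counts under 10 set to 0, only miRNAs above 0 in all libraries, detection from 10 counts and the fits without the 4 libraries set apart on the first principal component, which were chosen after the results were seen. Over 181 results and 1785 alternative values, 1533 kept their side of the threshold or moved little, 152 lost the threshold, 12 gained it, 87 moved and 1 turned direction. With each library left out in turn, 1015 of 1199 values for 114 results stayed, 127 lost the threshold, 2 gained it, 55 moved and none turned. A turn was counted only where the main or the alternative value passed the threshold. Other changes of sign were counted as moved, or as unchanged for the PCR-tested miRNAs. With each library left out, miR-136-3p in mTBI and sham had log2 fold changes from -0.066 to 0.099, counted as unchanged. A fit with fewer libraries also has fewer degrees of freedom, and the cause of each change was not tested. The limit set by depth and group size is given by the simulated data above, where edgeR recovered 12.1 to 28.1% of 1.5-fold changes.

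The number of miRNAs called between sham-operated controls and naive rats, 17 with TMM and edgeR, became 11 with spike-in totals, 11 with the replicate number as a block, 9 in the fit of the 2 groups, 44 with DESeq2 and 27 with DESeq2 on read counts of the 2 groups, and no miRNA (0, with 47 at an unadjusted p under 0.05 from edgeR) was called without the 4 libraries. For mTBI and naive rats (17), total counts gave 10, the fit of the 2 groups 11, and leaving out the 4 libraries 3. For sTBI and naive rats (35), read counts gave 21, spike-in totals 15, the block 22, DESeq2 67, DESeq2 on read counts 95, and leaving out the 4 libraries 11. For mTBI and sham (1), DESeq2 gave 4, DESeq2 on read counts 6 and the fit of the 2 groups 2. For sTBI and sham (15), total counts gave 8 and DESeq2 23. For sTBI and mTBI (23), spike-in totals gave 14, leaving out the 4 libraries 10 and DESeq2 on read counts 60. The median log2 fold change of all miRNAs, near 0 with TMM by construction, was 0.29 in sham and naive rats, -0.21 in mTBI and sham and 0.32 in sTBI and mTBI with total counts, and 0.17 in mTBI and sham and -0.16 in sTBI and sham with spike-in totals.

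Of 54 list tests, 11 passed fry, 5 with spike-in totals, and camera with a preset correlation passed 24. The block also ended the calls of miR-1-3p (adjusted p = 0.0532) and miR-379-3p (0.0702) in sham and naive rats, and in sTBI and naive rats those of miR-181b-1-3p (0.0619), miR-872-5p (0.0568), miR-140-5p (0.102) and the feature of miR-133a-3p and miR-133b-3p (0.0759). The leukocyte list in sTBI and naive rats turned direction with total counts (adjusted p = 0.878). In sham and naive rats, miR-434-3p had a log2 fold change of 1.07 without the 4 libraries and miR-136-3p 0.72 with spike-in totals, 0.80 with the block, 0.94 without the 4 libraries and 0.81 in the fit of the 2 groups, none past the threshold. In mTBI and naive rats, miR-136-3p had 0.90 with total counts, 0.91 with spike-in totals, 0.74 with only miRNAs above 0 in all libraries, 0.94 without the 4 libraries and 0.81 in the fit of the 2 groups, none past the threshold. Summed over the 6 comparisons, the tRNA features called (1) became 6 with the miRNA factors. The Piwi-interacting RNA features called (1) became 0 with read counts and 0 without the filter. Pairs of groups with no library outside (2) became 1 with average linkage, 0 with Pearson's r, 1 with tested miRNAs and 1 with read counts. Of the 6 miRNAs tested for the order of groups, 5 passed, and 3 per spike-in UMI. The AUC for naive and sham rats became 1 on log2 CPM (permutation p = 0.0297) and 1 on read counts (permutation p = 0.0495).

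With each library left out, the calls ranged from 10 (without naive library 3) to 41 (without naive library 4) for sham and naive, 12 to 15 for mTBI and naive, 15 (without naive library 1) to 64 (without naive library 2) for sTBI and naive, 1 to 2 for mTBI and sham, 9 to 15 for sTBI and sham and 16 to 23 for sTBI and mTBI. The log2 fold change of miR-136-3p ranged from 0.70 to 0.90 for sham and naive and from 0.71 to 0.91 for mTBI and naive. Summed over the 6 comparisons, the tRNA features called ranged from 1 to 13 (13 without naive library 1, 7 without naive library 3, 2 without mTBI library 1, 10 without mTBI library 2 and 5 without sTBI library 1) and the Piwi-interacting RNA features from 0 to 6. Permutation p ranged from 0.0309 to 0.346 for total reads and from 0.0190 to 0.405 for miRNA reads, the lowest of each without mTBI library 2. The number of miRNAs in the order of groups ranged from 4 to 5. Libraries with the same replicate number in different groups were not paired, since 9 of 27 such pairs had a correlation over 0.1, and 4 of 19 libraries correlated best with their own number.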

Differences from the paper's values

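All values here are set beside the paper's at its threshold of 0.05 on the false discovery rate. The alternatives named were set before the data were examined, and an alternative is said to fall within a value of the paper where the larger is at most 1.5 times the smaller.

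The paper gives a depth of 12M reads, and the mean of the quantification summary is 18.8M, for which no alternative was set.

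For sham-operated controls and naive rats, the paper's numbers are 41 miRNAs, 18 lower and 23 higher, and the numbers here are 17, 2 and 15. Of 20 alternatives, DESeq2 and the fits without naive library 2 or naive library 4 fall within the paper's total and lower count and the others do not. For the higher count, total counts and DESeq2 on read counts of the 2 groups fall within it as well. For sTBI and naive rats, the paper's numbers are 60 in all and 21 lower, and those here are 35 and 4. Of 20 alternatives, DESeq2 and the fits without naive library 2 or naive library 4 fall within both and the others do not.

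For mTBI and sham, the paper's numbers are 4 in all, 2 lower and 2 higher, and those here are 1, 0 and 1 (81 at an unadjusted p under 0.05 from edgeR, and 1 lower by DESeq2). Of 21 alternatives, DESeq2 and DESeq2 on read counts fall within the total, DESeq2 within the higher count and none within the lower count. For sTBI and sham, the paper's numbers are 25 in all and 6 lower, and those here are 15 and 2. Of 21 alternatives, the hemolysis covariate, DESeq2 and DESeq2 on read counts fall within the total, and spike-in totals, DESeq2 and DESeq2 on read counts within the lower count. For sTBI and mTBI, the paper's lower count is 8 and that here 2, and of 21 alternatives DESeq2 falls within it. The paper's methods name DESeq2.

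For the classifier of naive and sham rats, the paper's p is 0.026 and that here 0.208. Log2 CPM (permutation p = 0.0297) falls within it, and read counts (permutation p = 0.0495) do not. The importance of miR-9a-3p is about 0.68 in Fig. 5A, read by eye, and 0.0149 here, and both alternatives, log2 CPM (0.530) and read counts (0.854), fall within it.

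The paper's mean copy numbers of its 3 candidates, from another assay and more rats, rise from naive rats to sham-operated controls, mTBI and sTBI. In the sequencing data the mean CPM of miR-9a-3p follows that order. The mean CPM of miR-136-3p (15.4 in sham-operated controls and 13.1 after mTBI) and of miR-434-3p (92.3 and 90.2) do not between sham and mTBI. With TMM factors that step was a log2 fold change of 0.0036 for miR-136-3p and 0.20 for miR-434-3p, so the lower mTBI means depended on the scaling. Neither difference passed a test. The paper's RT-qPCR of the same RNA also found no difference between sham and mTBI for these miRNAs. Its ddPCR of the whole cohort found significantly more miR-434-3p after mTBI than in sham rats, and no difference for miR-136-3p. The test of the order over the 4 groups passed for all 3 miRNAs, but it can pass without a step from sham to mTBI. For miR-136-3p, edgeR did not call sTBI above sham rats (log2 fold change 0.48, adjusted p = 0.261) or mTBI rats (0.47, adjusted p = 0.193). Of 24 alternatives each, none did. The exact permutation test passed against mTBI (adjusted p = 0.0357) and not against sham rats (adjusted p = 0.0752). The paper's RT-qPCR of the same RNA found miR-136-3p higher after sTBI than in both groups. The paper separates naive and sTBI rats in a tree and does not separate sham and sTBI rats in Fig. 3E, and here no library lay outside its group in either pair. For sham and sTBI rats, 1 library lay outside with read counts, 1 with only the tested miRNAs and 4 with Pearson's r, so these alternatives, set before the data were examined, do not separate the pair either, and average linkage does. The paper ranks miR-153-3p and miR-136-3p among the first 5 features for mTBI and naive rats, and here both had an importance of 0 on UMI counts, with miR-136-3p at 0.0672 on read counts. Fig. 5A holds miR-381-3p and miR-22-5p, which had an importance of 0 here, with F-score ranks of 67 and 335 of 713.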

Other observations

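The divisions of the libraries into other groups and the test of a minimum count were chosen after the results were seen, while the tests of tRNA, Piwi-interacting RNA and abundant blood miRNAs were planned.

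Few tRNA and Piwi-interacting RNA features passed edgeR. Of 332 tRNA features tested, edgeR called 1, lower after mTBI than in naive rats, where DESeq2 called 1 higher and 16 lower. In sham and naive rats edgeR called 0 (39 at an unadjusted p under 0.05, 2 by DESeq2), in sTBI and naive rats 0 (64, and 18 by DESeq2), in mTBI and sham 0 (28, and 0 by DESeq2), in sTBI and sham 0 (1, and 0) and in sTBI and mTBI 0 (15, and 0). Of 77 Piwi-interacting RNA features, edgeR called 1, lower after mTBI than in naive rats (7 at an unadjusted p under 0.05, 2 by DESeq2). Summed over the 6 comparisons, the number called, 1 with all libraries, became 2 without naive library 1, 4 without mTBI library 1, 6 without mTBI library 2, 2 without sTBI library 3, and 0 without naive library 2, 3 or 4, sham library 2, 4 or 5, mTBI library 3, 4 or 5, or sTBI library 1, 2 or 4. With all libraries, the comparisons other than mTBI and naive gave 0 calls with edgeR. They had 8, 9, 2, 1 and 2 at an unadjusted p under 0.05 and 0, 3, 0, 0 and 0 by DESeq2 for sham and naive, sTBI and naive, mTBI and sham, sTBI and sham, and sTBI and mTBI.

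The blood miRNAs that the paper used as controls of RNA quality in plasma were called by edgeR in none of the 6 comparisons. Against naive rats, the erythrocyte miRNA miR-451-5p had log2 fold changes of 0.05 (SE 0.36, adjusted p = 0.962) in sham-operated controls, 0.12 (SE 0.36, adjusted p = 0.961) after mTBI and -0.17 (SE 0.36, adjusted p = 0.823) after sTBI. miR-23a-3p, set against miR-451 in the paper's measure of hemolysis, had -0.53, -0.17 and -0.67 (SE 0.25 each, adjusted p = 0.251, 0.961 and 0.132), miR-191a-5p -0.24, -0.09 and -0.17 (SE 0.17 each), and miR-30c-5p -0.42, 0.13 and -0.49 (SE 0.29 each). miR-103-3p and miR-107-3p, counted as 1 feature, had -0.40, 0.04 and -0.39 (SE 0.26 each).

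For sham and naive rats, 1 of 100 divisions of the libraries, the real one, gave as many calls (17, with 10 as the highest other). So many calls were thus rare among divisions drawn at random. The same held for sTBI and naive (1 of 100, 35 against 3), sTBI and sham (1 of 100, 15 against 0) and sTBI and mTBI (1 of 100, 23 against 2). For mTBI and sham, 4 of 100 divisions gave at least the single real call, and the highest other gave 2. Without adjustment over the comparisons, this count cannot exclude chance there. For mTBI and naive rats, chance cannot be excluded by this count either, since 6 of 100 divisions gave at least the real number of 17 and the highest gave 204. That division put naive libraries 1 and 3 and mTBI libraries 2 and 5 on 1 side, so it points to a structure of the samples. The same holds for the single tRNA call (15 of 100, 1 against 75) and the single Piwi-interacting RNA call (14 of 100, 1 against 9), where the division with the most calls also put these 4 libraries together.

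Setting counts under 10 to 0 in all libraries kept 89.8% of the calls of the 6 comparisons (97 of 108), which argues against a minimum count that differs between libraries as the cause of most calls.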
